# Functional Analysis of the NucS/EndoMS of the Hyperthermophilic Archaeon *Sulfolobus islandicus* REY15A

**DOI:** 10.3389/fmicb.2020.607431

**Published:** 2020-12-01

**Authors:** Sohail Ahmad, Qihong Huang, Jinfeng Ni, Yuanxi Xiao, Yunfeng Yang, Yulong Shen

**Keywords:** archaea, crenarchaea, DNA mismatch repair, Sulfolobus, EndoMS

## Abstract

EndoMS is a recently identified mismatch specific endonuclease in Thermococcales of Archaea and Mycobacteria of Bacteria. The homologs of EndoMS are conserved in Archaea and Actinobacteria, where classic MutS-MutL-mediated DNA mismatch repair pathway is absent or non-functional. Here, we report a study on the *in vitro* mismatch cleavage activity and *in vivo* function of an EndoMS homolog (SisEndoMS) from *Sulfolobus islandicus* REY15A, the model archaeon belonging to Crenarchaeota. SisEndoMS is highly active on duplex DNA containing G/T, G/G, and T/T mismatches. Interestingly, the cleavage activity of SisEndoMS is stimulated by the heterotrimeric PCNAs, and when Mn^2+^ was used as the co-factor instead of Mg^2+^, SisEndoMS was also active on DNA substrates containing C/T or A/G mismatches, suggesting that the endonuclease activity can be regulated by ion co-factors and accessory proteins. We compared the spontaneous mutation rate of the wild type strain REY15A and ∆*endoMS* by counter selection against 5-fluoroorotic acid (5-FOA). The *endoMS* knockout mutant had much higher spontaneous mutation rate (5.06 × 10^−3^) than that of the wild type (4.6 × 10^−6^). A mutation accumulation analysis also showed that the deletion mutant had a higher mutation occurrence than the wild type, with transition mutation being the dominant, suggesting that SisEndoMS is responsible for mutation avoidance in this hyperthermophilic archaeon. Overexpression of the wild type SisEndoMS in *S. islandicus* resulted in retarded growth and abnormal cell morphology, similar to strains overexpressing Hje and Hjc, the Holliday junction endonucleases. Transcriptomic analysis revealed that SisEndoMS overexpression led to upregulation of distinct gene including the CRISPR-Cas IIIB system, methyltransferases, and glycosyltransferases, which are mainly localized to specific regions in the chromosome. Collectively, our results support that EndoMS proteins represent a noncanonical DNA repair pathway in Archaea. The mechanism of the mismatch repair pathway in *Sulfolobus* which have a single chromosome is discussed.

## Introduction

In organisms of all the three domains of life, bacteria, archaea, and eukarya, DNA mismatches frequently occur by replication errors that result in the incorporation of incorrect deoxynucleotides and by other processes such as formation of a heteroduplex between two homologous DNA during recombination, deamination of 5-methylcytosine leading to G:T mismatch, and pair anomalies (Friedberg et al., 2006). The mismatched bases can be repaired by MutS-MutL-based mismatch repair system (canonical MMR) in most Bacteria and Eukarya. MutS and MutL are the key players in the canonical MMR, which are responsible for mismatched base recognition and subsequent strand displacement of the mismatched site for the synthesis of a new DNA strand (Iyer et al., 2006; Kunkel and Erie, 2015). Recently, a mismatch repair specific protein, EndoMS, has been discovered in hyperthermophilic Archaea, *Pyrococcus furiosus* and *Thermococcus kodakarensis*, and Actinobacteria, *Mycobacterium smegmatis* and *Corynebacterium glutamicum* (Ishino et al., 2016; Castaneda-Garcia et al., 2017). The enzyme is a type II restriction-like endonuclease that specifically cleaves both double-stranded DNA strands into 5'-protruding forms, with the mismatched base pair in the central position (Ishino et al., 2016; Nakae et al., 2016). EndoMS protein preferentially cleaves DNA substrates containing G/T, G/G, and T/T mismatches and the activity is enhanced by PCNA or stimulated by the beta clamp (Ishino et al., 2016; Takemoto et al., 2018). Genetic analysis showed that the EndoMS proteins are responsible for the avoidance of spontaneous mutation in Actinobacteria *Mycobacterium smegmatis* and *Corynebacterium glutamicum* (Castaneda-Garcia et al., 2017; Ishino et al., 2018). Because Actinobacteria and most Archaea lack classic MutS-MutL-based MMR system, the discovery of EndoMS could have solved a long-standing mystery of how the mismatches are repaired in these organisms. Questions remain about whether the homologs in other archaeal and bacterial species function similarly in the enzymatic activity, what impact is if the protein is inactivated or upregulated and more importantly, how the DNA double-stranded breaks (DSBs) generated by the enzyme are subsequently processed.

In this study, we investigated the biochemical activity and *in vivo* function of an EndoMS homolog from the genetically tractable model archaeon *Sulfolobus islandicus* REY15A, which belongs to the Crenarchaeota of TACK superphyla (Guy and Ettema, 2011). Our results showed that the enzymatic activity of SisEndoMS resembles that of TkoEndoMS and the deletion of the gene coding for EndoMS led to an elevation of the spontaneous mutation rate. We constructed the strains overexpressing wild type EndoMS and catalysis and DNA binding deficient mutant and compared the difference between strains in growth, cell morphology, and transcriptome. Transcriptomic analysis revealed that the SisEndoMS overexpression led to upregulation of distinct sets of genes, including the CRISPR-Cas IIIB system, methyltransferases, and glycosyltransferases. Our results support that the EndoMS protein represents a noncanonical DNA repair pathway in archaea and bacteria and may help to illuminate the EndoMS-mediated mismatch repair mechanism in prokaryotes.

## Materials and Methods

### Strains and Plasmids

*Sulfolobus islandicus* REY15A (wild type) and *S. islandicus* REY15A (E233S; *pyrEF*-*lacS* double mutant; Deng et al., 2009) were grown in MTSV medium [mineral salt supplemented with 0.2% w/v (weight/volume) tryptone (T), 0.2% (w/v) sucrose (S), mixed solution of vitamins (V)] and MTSVU medium [MTSV supplemented with 0.001% (w/v) uracil (U)], respectively at 75°C as designated previously (Deng et al., 2009). Uracil prototrophic strains were cultivated and selected in MSV medium supplemented with 0.2% casamino acid (C). For protein overexpression, 0.2% arabinose (A) was added in MTV medium. Media plates were solidified with phytagel (0.8%, w/v). Luria-Bertani (LB) medium supplemented with ampicillin (100 μg/ml) was used to grow the *E. coli* DH5α strain harboring the plasmids for gene cloning, whereas LB medium supplemented with chloramphenicol (24 μg/ml) and ampicillin (100 μg/ml) was used to grow the *E. coli* BL21 (DE3) CodonPlus-RIL strains harboring the corresponding plasmids for protein overexpression. All the strains and plasmids used in this study are listed in Supplementary Table S1.

pET15bm, pET22b, or pET30a were used to construct plasmids for the expression of proteins in *E. coli*. pSeSD-based vectors were used for protein expression in *S. islandicus*. The pET vectors were transformed into *E. coli* BL21 (DE3) CodonPlus-RIL or *E. coli* BL21 C43(DE3) pLysS, generating over expression strains of *E. coli*. The pSeSD vectors were transformed into *S. islandicus* REY15A (E233S) by electroporation (Deng et al., 2009), generating strains for the expression in *Sulfolobus*. The allelic replacement method (Zhang et al., 2010) was used to construct the *endoMS* knockout strain. Primers are listed in Supplementary Table S2 and the constructed plasmids and strains were listed in Supplementary Table S1. The details for the construction of the plasmids are available upon request.

### Protein Purification

*E. coli* cells harboring pET15bm-SisEndoMS-N-His plasmid were cultured in LB medium supplemented with ampicillin (100 μg/ml) and chloramphenicol (34 μg/ml) at 37°C with shaking. Isopropyl 1-thio-β-D-galactopyranoside (IPTG) was added to the cells, when the culture OD_600_ reached around 0.4 and the cells were then cultured for 14 h at 16°C. The cells were harvested by centrifugation (7,000 × *g*) for 10 min and resuspended in lysis buffer A (50 mM Tris-HCl, pH 7.0, 500 mM NaCl, and 5% glycerol). Cells were disrupted by sonication followed by centrifugation at 10,000 × *g* for 20 min. The supernatant was incubated at 60°C for 30 min followed by centrifugation (10,000 × *g*, 20 min). The samples were filtered with a 0.45 μm membrane filter. The protein sample was then loaded onto a Ni-NTA agarose column pre-equilibrated in buffer A. Buffer A containing 400 mM imidazole was used as an elute buffer. The protein was subsequently purified with a HiTrap Heparin HP column and eluted by a gradient of buffer B (50 mM Tris-HCl, pH 7.0, 1.5 M NaCl, and 5% glycerol), followed by gel filtration using a Superdex™ 200 10/300 column (GE Healthcare, UK) with buffer A. Similar procedures were used for the purification of SacEndoMS and TgaEndoMS. For purification of PCNAs, *E. coli* cells harboring pET22b plasmids for PCNA subunits (pET22b-SiRe_1594, pET22b-SiRe_1048, and pET22b-SiRe_1602) were cultured in the LB medium supplemented with ampicillin (100 μg/ml) and chloramphenicol (34 μg/ml) at 37°C with shaking. IPTG was added to the cells when OD_600_ ~ 0.4 and cultured at 16°C for 14 h. The cells were harvested, disrupted and resuspended by the same procedure as described above. The proteins were subsequently purified with the HiTrap Heparin HP column (eluted by a gradient of 50 mM Tris-HCl, pH 8.0, 1.5 M NaCl, and 5% glycerol) and by gel filtration using the Superdex™ 200 10/300 column (GE Healthcare, United Kingdom) in buffer A (50 mM Tris-HCl, pH 8.0, 100 mM NaCl, and 5% glycerol). The purified proteins were analyzed by 15% SDS-PAGE.

For the expression and purification of SisEndoMS and catalytically deficient mutants in *Sulfolobus* cells, 1 L cells harboring the corresponding plasmids (Supplementary Table S1) were cultivated in MCSV medium to OD_600_ ~ 0.2. Protein expression was induced by the addition of arabinose (0.2%, w/v) and cultivation at 75°C for 12 h. The cells were resuspended in buffer A (50 mM Tris-HCl, pH 8.0, 300 mM NaCl, and 5% glycerol) after centrifugation (7,000 × *g*) for 10 min. The cells were disrupted by sonication followed by centrifugation (10,000 × *g*) for 20 min. The proteins were filtered with a 0.22 μm membrane filter and loaded onto a Ni-NTA agarose column pre-equilibrated with buffer A. The non-specifically bound proteins were removed by washing with buffer A containing 40 mM imidazole. The bound proteins were eluted afterwards with buffer A containing 400 mM imidazole. Proteins were further purified by gel filtration using the Superdex™ 200 10/300 column (GE Healthcare, United Kingdom) in buffer A.

### Assay for the Mismatch DNA Cleavage Activity of EndoMS

Fluorescently labeled (FAM or Cy5) oligonucleotides were purchased from Sangon Biotech Co., Ltd. (Shanghai, China). Fluorescently labeled substrates (45 bp) having the designed mismatches were made by annealing of the 5'- labeled oligonucleotides (100 μM) with the corresponding complementary oligonucleotides (45 nt and 100 μM) in a buffer containing 7 mM Tris HCl pH 8.0, 50 mM NaCl, and 7 mM MgCl_2_ by heating at 95°C for 10 min and cooling down at room temperature. The mismatch DNA cleavage activity of EndoMS proteins was assayed in a reaction mixture containing DNA substrate (16.7 nM), various concentrations of the enzyme (0 μM, 0.1 μM, and 0.2 μM), 20 mM Tris-HCl (pH 8.0), 6 mM (NH_4_)_2_SO_4_, 100 mM NaCl, 2 mM MgCl_2_/MnCl_2_, and 0.1 mg/ml bovine serum albumin (BSA). The mixtures were incubated at 55°C for 30 min and the reactions were stopped by the addition of 25 mM EDTA and 0.3% SDS. For assay of the activity of TgaEndoMS, the reaction was performed at 80°C for 30 min. The cleavage products were analyzed by 12% PAGE containing 8 M urea. Imaging of cleavage products was carried out with a Typhoon™ FLA 7000 (GE Healthcare) image analyzer.

### Estimation of Mutation Rate and Mutation Profile

*Sulfolobus islandicus* REY15A (wild type) and ∆*endoMS* (EndoMS knockout) strains were grown at 75°C in MTSV and MCSV media. Cultures in the early log phase (nearly OD_600_ 0.2) were taken and diluted in 10^1^, 10^2^, 10^3^, 10^4^, 10^5^, and 10^6^ folds. The cells were spread on MTSV/MCSV plates with or without 5-fluoroorotic acid (5-FOA, 100 μg/ml). The mutation rates were calculated by the number of colonies on the media containing 5-FOA divided by the number of colonies on the media without 5-FOA (Redder and Garrett, 2006; Berkner and Lipps, 2008). The values were averaged based on three independent experiments.

To determine the mutation profile, *S. islandicus* REY15A and ∆*endoMS* were cultured in MTSV media at 75°C, and the culture in early log phase (OD_600_ 0.2) were taken and diluted (10^1^ and 10^2^), and plated on MTSV plates. Single colonies from each strain were isolated and grown in MTSV media. The genomic DNA of *S. islandicus* REY15A and ∆*endoMS* was extracted and sequenced using an Illumina HiSeq 4,000 system (Illumina, San Diego, CA, United States) at the Beijing Genomics Institute (Shenzhen, China). The genomic DNA was trimmed randomly for the construction of read libraries. The paired end fragment libraries were sequenced. Low quality raw reads from the paired end sequencing were discarded. SOAP *de novo* (Ver. 1.05) software was used for the assembling of sequenced reads. Gene prediction of *S. islandicus* REY15A and ∆*endoMS* strains were performed by Glimmer3 software with Hidden Markov models. The average sequencing depth is about 250 times per site. To get the base pair substitutions (BPSs) or indels, the wild type and ∆*endoMS* genome sequences were compared with the reference genome.

### Growth Curves

To acquire strain growth curves, *S. islandicus* cells were grown to early log-phase and the process was repeated three times. Then the cultures were diluted into the medium with an estimated initial OD_600_ value of 0.03. ODs for each strain were monitored every 6 or 12 h. The growth curves were drawn based on data from at least three biological repeats.

### Flow Cytometry

Flow cytometry analysis of the SisEndoMS overexpression strains was performed on Amnis® Imaging flow cytometry (ImageStream®X, MarkII, Merk Millipore, Massachusetts, United States). Cells (0.3 ml) were harvested at early log phase (OD_600_ 0.2) and fixed with 0.7 ml ethanol (70% v/v) for at least 6 h at 4°C, so that the intracellular DNA was able to be stained with propidium iodide (PI). The samples were centrifuged at 800 × *g* for 20 min at 4°C. The supernatant was discarded and the pellets were resuspended in 1 ml phosphate-buffered saline (PBS; 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, and 2 mM KH_2_PO_4_, pH 7.4). The samples were centrifuged (800 × *g*, 4°C) again for 20 min and the cells were resuspended in 150 μl PBS buffer containing 50 μg/ml propidium iodide (PI). The stained cells were kept on ice for 1 h. Afterward the samples were analyzed on the Amnis® Imaging Flow Cytometry. The data for each sample were analyzed by IDEAS software (ver. 6.0).

### Scanning Electron Microscopy

For Scanning Electron Microscopy (SEM) using microscope Quanta™ 250 FEG, FEI (Hillsboro, Oregon, United States), the samples were collected at different ODs and centrifuged (800 × *g*) for 5 min. The supernatant was discarded and pellets were resuspended gently with 1 ml PBS (pH 7.4) buffer. Cells were washed (3×) with PBS buffer followed by fixation with 2.5% glutaraldehyde at 4°C for 12 h. After fixation, the samples were dehydrated with a gradient of 30, 50, 70, and 90% (v/v) ethanol for 20 min each. Finally, the samples were treated with absolute ethanol (3×) for around 15 min and centrifuged (800 × *g*, 5 min) and the cells were resuspended with 100 μl absolute ethanol. Samples were dried in a LEICA EM CPD300 (Leica Microsystems, Wetzlar and Mannheim, Germany) dryer and loaded on the specimen stubs sputter-coated with gold (Scientific Instruments Inc., Ted Pella, Blvd. Redding, CA, United States). Image processing of all the samples were accomplished with IDEAS® image data software (Dominical et al., 2017).

### Transcriptomic Analysis

The overexpression strains of the wild type SisEndoMS and the catalytic and DNA binding deficient mutant SisEndoMS (R39E/R67E/W72A/K175A) were grown in the MCSV medium. When the cultures reached OD_600_ 0.2, the protein expression was induced by the addition of arabinose (0.2%, w/v). The cultures were continued to grow for 2 h before the cells were collected by centrifugation (7,000 × *g*, 10 min) and subjected to total RNAs extraction with Trizol (Austin, TX, United Sates). The quality of RNA was analyzed by 1% agarose gel. The RNA sequencing of the samples was carried out by Novogene (Beijing, China). Around 3 μg of RNA per sample was used for the generation of sequencing libraries by the NEBNext Ultra Directional RNA library Prep Kit for Illumina [New England Biolabs (NEB), MA, United Sates] and the quality of the library was analyzed in an Agilent Bioanalyzer 2,100 system. Sample clustering was made on a cBot cluster generation system by TruSeq PE cluster Kit (v3, cBot-HS, Illumina), and the library preparations were sequenced in an Illumina Hiseq platform followed by generation of pair-end reads. The alignment of clean reads to the reference genome of *S. islandicus* REY15A (Guo et al., 2011) was done by aligning clean reads to the reference using Bowtie (ver. 2.2.3) software (Langmead and Salzberg, 2012). The read numbers mapped to each gene was counted by HTSeq (ver. 0.6.1), and the subsequent data were assessed by Fragments Per Kilobase of transcript sequence per Million base pairs sequenced (FPKM) analysis (Trapnell et al., 2012) for the quantification of gene expression levels in *S. islandicus* genome. Differential genome expression analysis (for biological replicates) was performed by DESeq R package (ver. 1.18.0; Wang et al., 2010). DESeq R package provides statistical analysis for differential expression determination in digital gene expression data using a negative binomial distribution-based model. Benjamini and Hochberg’s approach was used for the adjustment of resulting value of *p* to control the false discovery rate. The adjusted value of *p* (0.005) and log2 (fold change) of 1 were set as threshold for significantly differential expression.

## Results

### Expression and Purification of Proteins

To get a better understanding of the properties and functions of EndoMS, we performed biochemical and genetic analysis of the EndoMS homolog (SiRe_0025) in *S. islandicus* REY15A. Multiple sequence alignment analysis showed that the EndoMS from *S. islandicus* REY15A (SisEndoMS) possesses conserved residues for the nuclease catalysis, D159, E173 and K175, as well as substrate binding, R39, R67 and W72 (Supplementary Figure S1). Since the SisEndoMS has high similarity with EndoMS homologs from *Thermococcus kodakarensis* (42.62%) and *Pyrococcus abyssi* (45.50%), the structural model of SisEndoMS could be built (Supplementary Figure S2). As PabNucS and TkoEndoMS, SisEndoMS forms a dimer comprising the N-terminal substrate binding and dimerization domain and the C-terminal catalytic domain (Ren et al., 2009; Nakae et al., 2016).

The wild type and site-directed catalytic deficient mutants D159A, E173A and K175A were expressed in *S. islandicus* REY15A (E233S) with a 6 × His tag at the C-terminal and purified with a nickel column followed by gel filtration as described in the section Materials and Methods (Supplementary Figure S3A). To facilitate the purification of the proteins, the 6 × His tag was added at the N-terminal of SisEndoMS (WT), SisEndoMS-ΔPIP, and SacEndoMS/NucS (EndoMS/NucS from *S. acidocaldarius*) using the pET15bm expression vector. The proteins were purified with Ni-NTA resin, heparin column, followed by gel filtration as described in the section Materials and Methods (Supplementary Figures S3B,C). For the assessment of the effect of PCNA on the endonuclease activity, PCNA subunits were also expressed and purified using pET22b-based vectors (Supplementary Figure S4). In order to get the heterotrimeric PCNA complex, the mixture of three PCNA subunits passed through a gel filtration column. As expected, the heterotrimer complex eluted earlier (around 13 ml) than the individual PCNA subunits (Supplementary Figure S4A). The *Thermococcus gammatolerans* wild type EndoMS/NucS (TgaEndoMS/NucS) and catalytic deficient mutant (TgaEndoMS/NucS-D163A) proteins were expressed and purified from *E. coli* BL21 C43(DE3) pLysS strain using the pET30a vector (Supplementary Figure S3D).

### EndoMS Homologs From the Hyperthermophilic Archaea *Sulfolobus islandicus* and *Sulfolobus acidocaldarius* Exhibit the Mismatch-Specific Endonuclease Activity

To assay the mismatch DNA cleavage activity of SisEndoMS, we used fluorescently labeled DNA substrates containing different kinds of mismatched bases. DNA substrates containing G/C and T/A were used as controls. SisEndoMS exhibited cleavage activity against substrates having G/T, G/G and T/T mismatches in the presence of Mg^2+^ as a cofactor (Figure 1). Whereas, it did not exhibit cleavage activity against substrates having A/A, C/C, A/C, T/C, and A/G mismatch bases (Figure 1). The cleavage activity of SisEndoMS against the aforementioned substrates was also analyzed with Mn^2+^ as the cofactor. While SisEndoMS had cleavage activity against substrate containing G/T, G/G, and T/T, it also exhibited weak activity against substrates containing C/T and A/G mismatches in the presence of Mn^2+^ (Figure 2). Since a recent report showing that the *nucS*/*endoMS*-deleted strain of *S. acidocaldarius* (SacEndoMS) did not have high mutation rates, neither it showed any sensitivity to UV irradiation, although it exhibited sensitivity to DNA adducts, therefore, we analyzed the mismatch DNA cleavage activity of SacEndoMS/NucS. The result showed that the SacEndoMS was also able to cleave the DNA substrates having G/T, G/G and T/T mismatches, similar to SisEndoMS (Supplementary Figure S5). We also found that the TgaEndoMS/NucS showed the same cleavage pattern with TkoEndoMS (Supplementary Figure S6).

**Figure 1:**
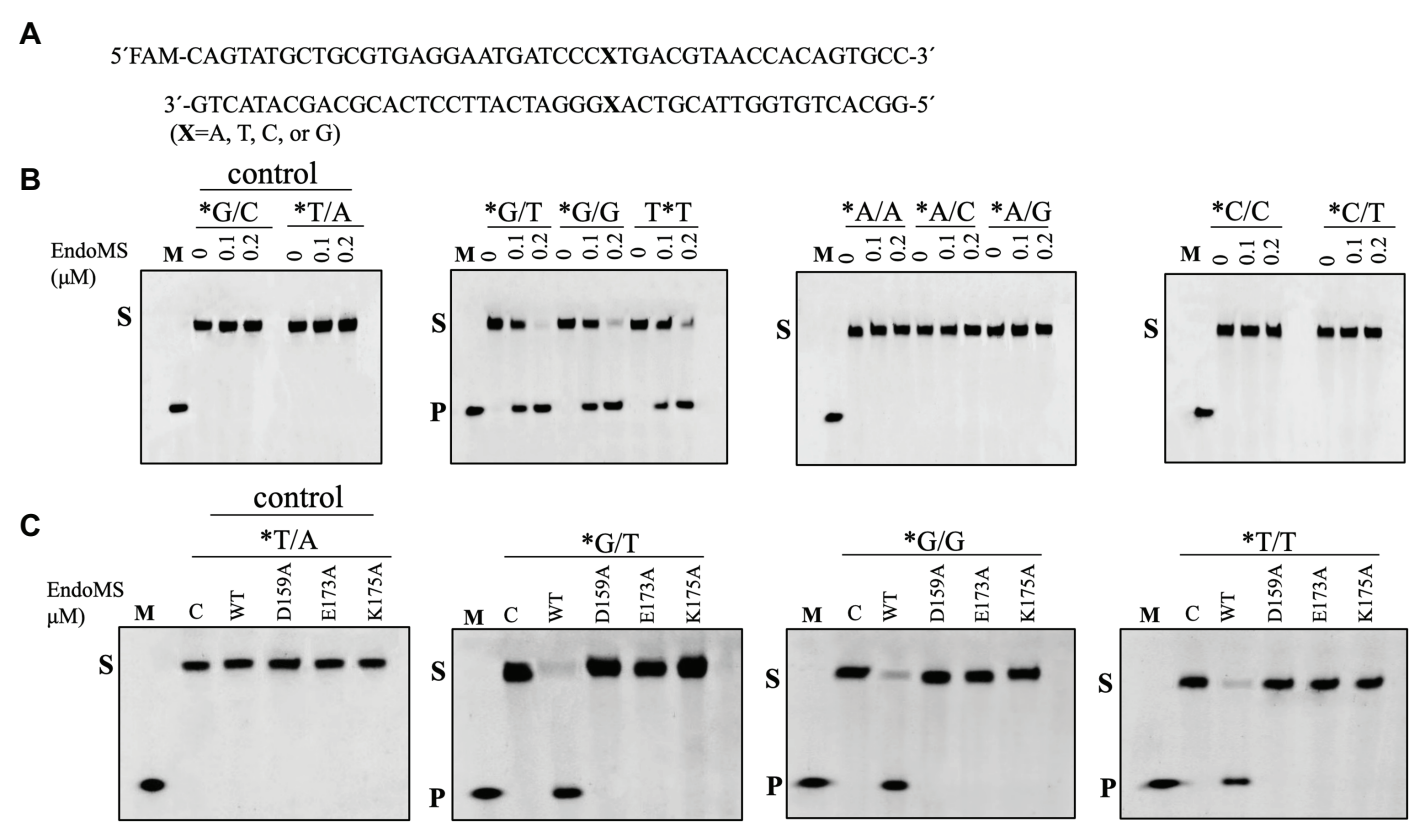
Cleavage of mismatch-containing DNAstrates by SisEndoMS. **(A)** The oligonucleotide duplex substrate (45 bp) containing the mismatched base pairs. The mismatched bases are indicated with boldface letters “X.” The upper strand was labeled with FAM at the 5' end and annealed with the complementary strand to make the duplex substrate. **(B)** The 5'-FAM labeled substrates (0.0167 μM) were incubated with SisEndoMS (WT; 0, 0.1, and 0.2 μM) in a reaction system containing 20 mM Tris-HCl (pH 8.0), 6 mM (NH_4_)_2_SO_4_, 100 mM NaCl, 2 mM MgCl_2_, and 0.1 mg/ml BSA at 55°C for 30 min. **(C)** Assay of the DNA cleavage activity of the catalytic deficient mutants D159A, E173A, and K175A. The reaction conditions were the same as in **(B)** except that only 0.2 μM of the proteins were used. The cleavage products were analyzed by 12% PAGE containing 8 M urea. Imaging of profiles was carried out with a Typhoon™ FLA 7000 image analyzer. C, control without enzyme; S, substrate (45 nt); P, product (24 nt); and M, marker (24 nt). The stars indicate residues within the fluorescently labeled strands.

**Figure 2:**
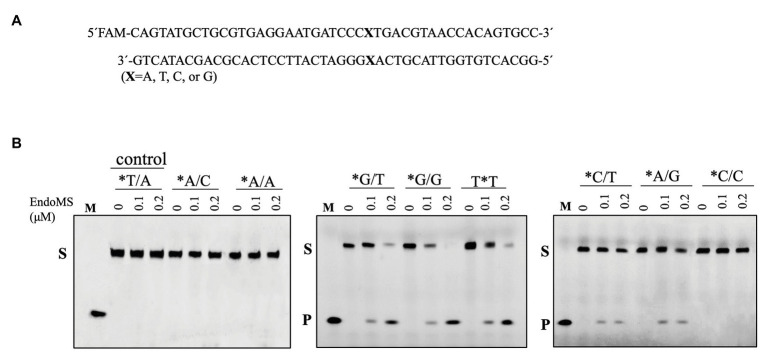
Cleavage of mismatch-containing DNA by SisEndoMS using Mn^2+^ as the co-factor. **(A)** The oligonucleotide duplex substrate (45 bp) containing the mismatched base pairs. The position of the mismatched base pair is indicated with boldface letter “X.” The upper strand was labeled with FAM at the 5' end and annealed with the complementary strand to make the duplex substrate. **(B)** The 5'-FAM labeled substrates (0.0167 μM) were incubated with SisEndoMS (WT; 0, 0.1, and 0.2 μM) in a reaction mixture containing 20 mM Tris-HCl (pH 8.0), 6 mM (NH_4_)_2_SO_4_, 100 mM NaCl, 2 mM MnCl_2_, and 0.1 mg/ml BSA at 55°C for 30 min. The substrates and products were analyzed by 12% PAGE containing 8 M urea. Imaging of the profiles was carried out with a Typhoon™ FLA 7000 image analyzer. S, substrate (45 nt); P, product (24 nt); and M, marker (24 nt). The stars indicate residues within the fluorescently labeled strands.

To confirm the cleavage site of SisEndoMS, we prepared FAM and Cy5 labeled DNA substrates containing mismatched bases at 5' end of upper and lower strands, respectively, and used for the activity assay. As shown in Figure 3, 24 and 16 nt products were generated for the upper strand and lower stand, respectively, suggesting that the SisEndoMS cleaved the third phosphodiester bond on the 5' side of the mismatched base in both strands, leading to the formation of cohesive end with five nucleotides long 5' protrusion, similar to TkoEndoMS.

**Figure 3:**
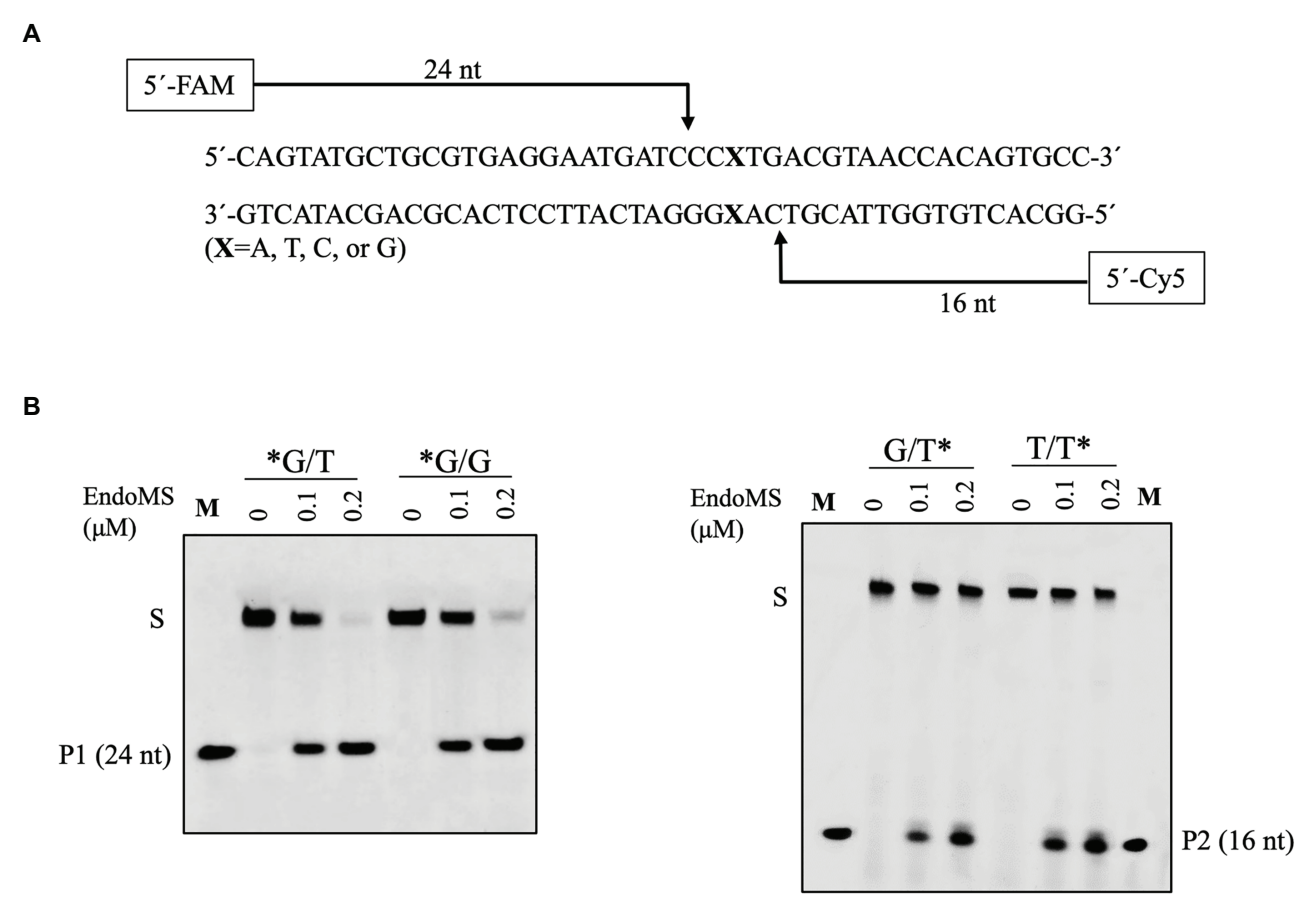
Confirmation of the cleavage pattern of the mismatch-containing DNA by SisEndoMS. **(A)** A schematic map showing the predicted cleavage sites and the labeled products. The upper strand was labeled with FAM and the lower strand with Cy5 at the 5' ends, respectively. **(B)** The 5'FAM/Cy5 labeled DNA substrates (0.0167 μM) were incubated with various concentrations of the SisEndoMS (WT; 0, 0.1, and 0.2 μM) in a reaction mixture as that in Figure 1. The substrates and cleavage products were analyzed by 12% PAGE containing 8 M urea. Imaging of the profiles was carried out with a Typhoon™ FLA 7000 image analyzer. S, substrate; P1 and P2, products, and M, markers (24 nt, left and 16 nt right). The stars indicate residues within the corresponding fluorescence labeled strands.

### The Mismatch DNA Cleavage Activity of SisEndoMS Is Enhanced by Proliferating Cell Nuclear Antigen (PCNA)

In *Sulfolobus* there are three PCNA subunits forming a heterotrimeric ring (Dionne et al., 2003). To investigate whether the PCNAs have any effect on the nuclease activity of SisEndoMS as previously reported in Thermococcales (Ishino et al., 2018), the heterotrimeric PCNA complex was obtained by loading the mixture of purified PCNA subunits SiRe_1048, SiRe_1602, and SiRe_1594 to a gel filtration column and collecting the early elute fractions (Supplementary Figure S4). The putative PIP (PCNA interacting protein) box of SisEndoMS is QKLGLEF, which is located at the C terminus (Supplementary Figure S1). We prepared the truncated SisEndoMS (SisEndoMS-ΔPIP), in which the C-terminal 18 amino acid residues were deleted (Supplementary Figure S3B). The cleavage activity of SisEndoMS-WT was stimulated by increasing concentrations of PCNA (0.05 μM, 0.1 μM, and 0.2 μM, as heterotrimer; Figures 4A,B,D). Whereas, the SisEndoMS-ΔPIP cleavage activity was not enhanced by PCNA (Figures 4C,D).

**Figure 4:**
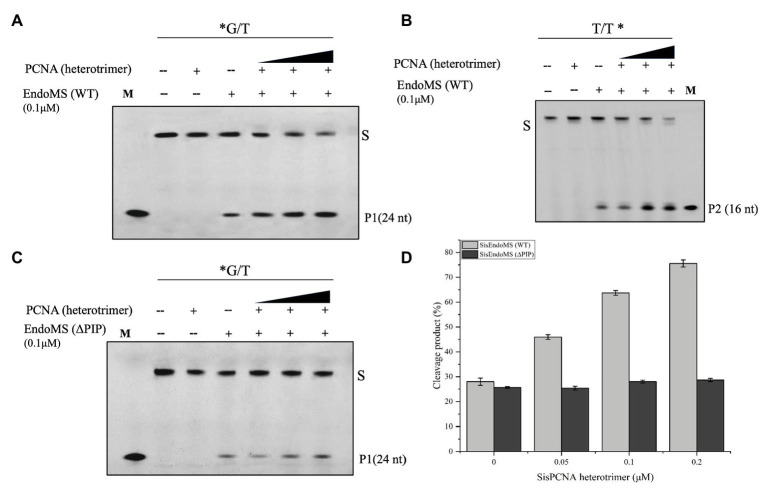
Activation of the mismatch DNA cleavage activity of SisEndoMS by PCNA. The 5'-FAM labeled substrates (*G/T, 0.0167 μM, **A,C**) and 5'-Cy5 labeled substrate (T/T*, 0.0167 μM; **B**) were incubated with SisEndoMS (0.1 μM) and various concentrations of PCNA (as heterotrimer; 0.05, 0.1 and 0.2 μM) in a reaction as that in Figure 1. The substrates and cleavage products were analyzed by 12% denaturing PAGE (8 M urea). Imaging of profiles was carried out with a Typhoon™ FLA 7000 image analyzer. S, substrate (45 nt); P1 and P2, products; and M, marker. **(D)** Quantification of the activity. The results were based on three independent experiments. ImageQuant (ver. 5.2) software was used for the analysis.

### EndoMS Is Essential for Mutation Avoidance in *Sulfolobus islandicus*

To investigate the role of SisEndoMS in the maintenance of DNA replication fidelity, we constructed a knockout strain of EndoMS (Δ*endoMS*) of *S. islandicus* using the marker replacement method (Deng et al., 2009; Figures 5A,B). The spontaneous mutation rates of the wild type REY15A and *endoMS* knockout strains were assessed by estimating the mutation frequencies on plates containing 5-FOA (Figure 5C). Notably, a hypermutable phenotype was observed in Δ*endoMS* strain. The mutation rate estimated with 5-FOA resistance was 4.6 × 10^−6^ and 5.06 × 10^−3^ for the wild type and the knockout strains, respectively.

**Figure 5:**
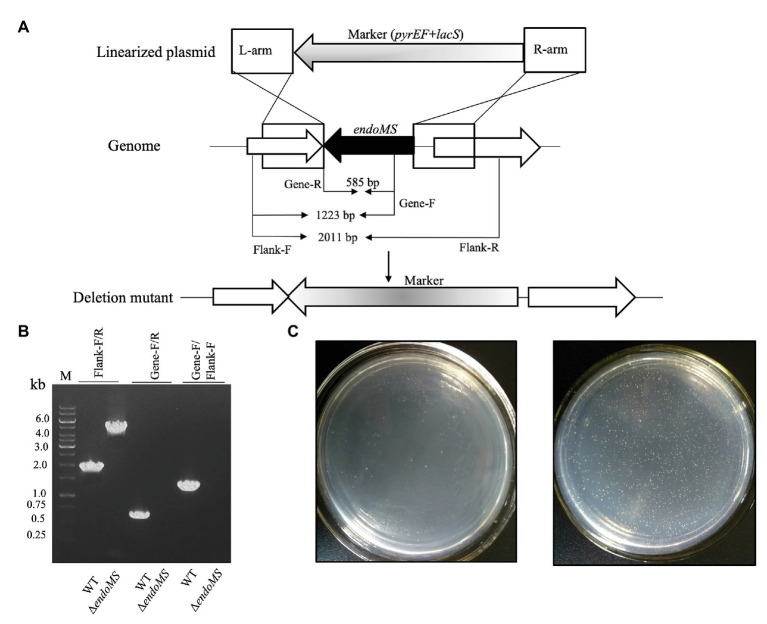
Deletion of *endoMS* resulted in elevated spontaneous mutation rate in *Sulfolobus islandicus*. **(A)** The schematic diagram depicting the allelic replacement strategy used for the construction of the gene knockout strain. The gene coding for EndoMS gene is shown as a black arrow. The marker cassette (*pyrEF* + *lacS*) was inserted into chromosome through double crossover between linearized plasmid and *Sulfolobus islandicus* genome. The primer sites and the lengths of the PCR products were indicated. **(B)** Confirmation of the gene knocks out by PCR. Flanking F/R, gene specific F/R, and Flanking F/Gene F primers were used for PCR verification of the knockout strain. **(C)** Representative plates showing the formation of 5-FOA^R^ colonies of the wild type (left) and *endoMS* knockout (right) strains. Approximately 10^6^ cells (estimated by optical density) were spread on the plates, and the plates were incubated at 75°C for 8 days before counting of the colony numbers.

### EndoMS-Mediated Pathway in *Sulfolobus islandicus* Is Specific to Reduce Transition Mutations

In order to analyze the specificity of EndoMS-mediated pathway in *S. islandicus*, the whole genome resequencing analysis of Δ*endoMS* and wild type strains was performed. The mutation occurrence of Δ*endoMS* and wild type strains is summarized in Table 1. The detailed base pair substitutions at different locations of the genome are presented in Supplementary Table S3. There were 88 base pair substitutions in Δ*endoMS*, whereas only eight were identified in the wild type strain. Almost 82.9% (73) of the detected base pair substitutions (88) were biased toward transition mutations for Δ*endoMS*, whereas the remaining 17% (15) were found to be transversion mutations. Among 73 base pair substitutions for Δ*endoMS*, 35 (39.7%) were A:T → G:C and 38 (43.2%) were G:C → A:T types of transition mutations. However, for the wild type, four base pair substitutions were identified as transition (A:T → G:C and G:C → A:T) and four were transversions out of eight totally detected base pair substitutions. The results indicate that the SisEndoMS is responsible for mutation avoidance, predominately transition mutation, typical of mismatch repair deficiency (Castaneda-Garcia et al., 2017).

**Table 1:** Mutational profile by whole genome sequencing.

Mutation types		Type of mismatch	No. of mutations	
			*Sulfolobus islandicus* REY15A	Δ*endoMS*
Transition	A:T → G:C G:C → A:T	A-G	0	10
		T-C	1	25
		G-A	2	17
		C-T	1	21
Transversions	A:T → C:G G:C → T:A A:T → T:A G:C → C:G	A-C	0	1
		T-G	2	2
		G-T	1	1
		A-T	0	6
		T-A	0	3
		G-C	1	1
		C-G	0	1
Overall base pair substitutions		8		88
InDels	Deletion	6		4
	Insertion	13		11

### The Strain Overexpressing SisEndoMS Showed Growth Retardance and Cell Shape Abnormality

In order to further understand the *in vivo* function of SisEndoMS, we analyzed the effect of overexpression of the wild type, catalysis deficient mutant SisEndoMS (E173A), and DNA binding and catalysis deficient SisEndoMS (R39E/R67E/W72A/E173A) in SisE233S. We assume that the overexpression of the wild type EndoMS would produce double-stranded breaks in the cell and greatly inhibited the cell growth. Arabinose was used as an inducer in this experiment. The growth of SisE233S harboring pSeSD-SisEndoMS, pSeSD-SisEndoMS (E173A), and pSeSD-SisEndoMS (R39E/R67E/W72A/E173A) in MCAV and MCSV was monitored. We noticed a dramatic decrease of the growth of E233S cells harboring pSeSD-EndoMS in the arabinose containing medium (Figure 6A), while the growth of the other two strains did not show much difference comparing with the strain harboring the empty vector. We confirmed that the proteins were overexpressed by Western blot (Figure 6B). The result demonstrated that the nuclease activity of overexpressed wild type EndoMS was detrimental to the cell.

**Figure 6:**
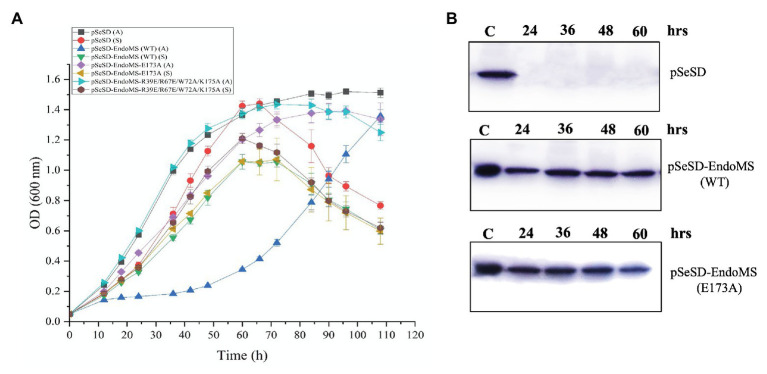
Over-expression of the wild type SisEndoMS greatly inhibited the growth of *Sulfolobus islandicus* REY15A (E233S). **(A)** The growth of E233S harboring the empty vector pSeSD, pSeSD-EndoMS (wild type), pSeSD-EndoMS-E173A (catalytic mutant), and pSeSD-EndoMS-R39E/R67E/W72A/K175A (catalytic and DNA binding mutant) in the presence of sucrose (S) and arabinose (A) was monitored. The growth curves were drawn based on data from at least three biological repeats. **(B)** Western blot analysis for the protein expression of the overexpression strains of pSeSD-EndoMS (WT) and pSeSD-EndoMS (E173A) at different time points. Strain harboring pSeSD (empty vector) was used as a control.

To further validate the effect of the overexpression of SisEndoMS on the growth retardation of E233S, we analyzed the distribution of cells with different DNA content of the stains overexpressing the wild type SisEndoMS and the catalysis deficient mutant EndoMS (E173A) by flow cytometry (Figure 7). Strain overexpressing the wild type SisEndoMS had drastically different DNA profile from those of the strains harboring pSeSD or pSeSD-EndoMS (E173A), with great proportion of DNA less cells at 24, 36, and 48 h. In addition, overexpressing wild-type SisEndoMS appeared to reduce the number of polyploid cells, which would presumably be better at repairing DSBs by HR. The profile for the wild type overexpression strain began to return to normal at 60 h, when the cells start growing, in consistence with the growth curve (Figure 6).

**Figure 7:**
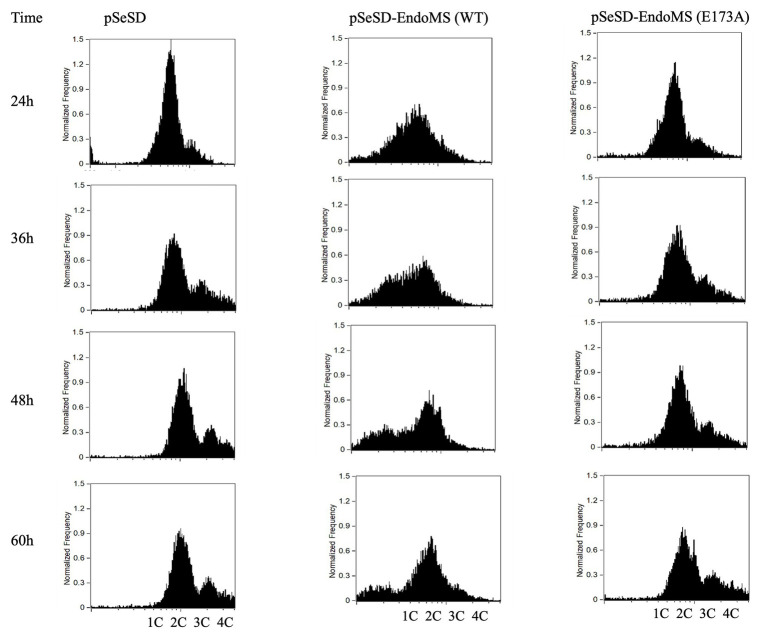
Flow cytometry analysis of the overexpression strains of EndoMS and the catalytic mutants. The strains were cultured at early log phase (OD_600_ 0.2) when the expression of the proteins was induced by the addition of arabinose (0.2% w/v). The samples were taken at different time intervals, fixed with 0.7 ml absolute ethanol (70% v/v) for at least 6 h at 4°C, and analyzed by flow cytometry. The histograms of the strains represent normalized frequency of cells with different DNA content. Strain harboring the empty vector (pSeSD) was used as a control. Cells with one (1C), two (2C), three (3C), and four (4C) copies of chromosomes are indicated at the bottom.

Scanning Electron Microscopy (SEM) was performed for the overexpression strains and the samples were taken at several time points. Irregular merged cells and enlarged cells were found prominent at 24–48 h. In some cases, normal cells were found apparently attached to the irregular cells in the SisEndoMS overexpression strain (Figure 8). When the culture resumed growing, the cell morphology returned to normal. No significant morphological change was observed in strains overexpressing catalysis deficient mutant and harboring the empty vector.

**Figure 8:**
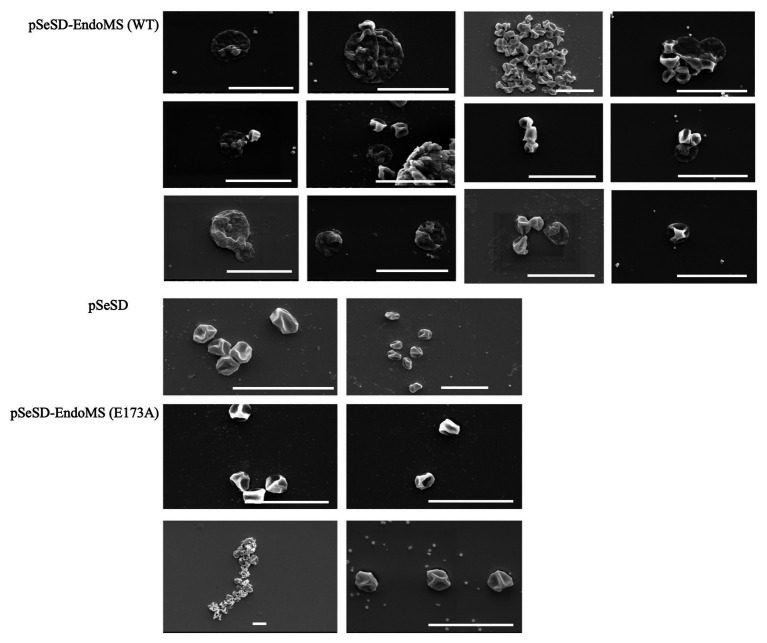
Cell morphology of the strains expressing the wild type EndoMS and the catalytic deficient mutant EndoMS (E173A) by scanning electron microscopy (SEM). The samples were collected after 24 and 36 h of induction and centrifuged at 800 ×g for 5 min. The cells were washed (3×) with PBS buffer (pH 7.4), and fixed with 2.5% glutaraldehyde at 4°C for 12 h and observed under the scanning microscopy. Representative pictures are shown. Scale bars 4 μm.

### Distinct Genes Were Upregulated in the Strain Overexpressing Wild Type SisEndoMS

To get more insight into the *in vivo* function of SisEndoMS and cellular response after the enzymatic activity was executed, we performed comparative transcriptomic analysis of strains overexpressing the wild type and DNA binding and catalytic deficient mutant. 

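The transcript of endoMS itself (SiRe_0025, nucS) was abundant in both overexpression strains 2 h after the addition of arabinose. It had 15646 ± 1056 CPM (library-normalized counts, SD, n = 3) in the strain with the wild type SisEndoMS plasmid and 11267 ± 912 (SD, n = 3) in the strain with the mutant plasmid. The log2 (fold change) of wild type over mutant was 0.47 (standard error 0.0829, adjusted p = 0.00379 from edgeR's quasi-likelihood test). Each wild type library had a higher value than each mutant library (exact permutation test, both directions counted, p = 0.1, the smallest p that 3 libraries against 3 allow). The gene took 1.47%, 1.49% and 1.70% of all counts in the wild type libraries and 1.22%, 1.04% and 1.15% in the mutant libraries. Reads from the plasmid copy and from the chromosomal copy are counted together, and counts per gene do not show whether reads over the mutated codons were aligned. The values come from RNA sequencing of 3 samples of each strain. Both strains are Sulfolobus islandicus REY15A (E233S), a uracil auxotrophic host strain of this thermoacidophilic archaeon, carrying the arabinose-inducible plasmid pSeSD with the wild type or the mutant gene. The mutant, deficient in catalysis and DNA binding, is given as R39E/R67E/W72A/K175A in the methods and as R39E/R67E/W72A/E173A in the results and in Table S1. The medium is MCSV in the methods and MCV in the results and the sample labels. The cells grew at 75 °C, received 0.2% arabinose at an OD600 of 0.2 and were collected after 2 h. The methods treat the samples as biological replicates. The sources used here do not say whether they came from separate cultures, so the p-values measure the spread between these samples, which may be technical. Libraries were made with a strand-keeping kit and sequenced as paired ends. The authors aligned the reads with Bowtie2 2.2.3 and counted them per gene with HTSeq 0.6.1. The strand setting of the counting and the rule for reads that map to several places are not given in the sources used here. The total count per library was 3129512, 2676086 and 2713761 for wild type SisEndoMS and 2669274, 2979195 and 2800747 for the mutant, and the 10 genes with the most counts took 25.9% to 27.4% of each library. The counts as deposited were normalized by TMM, and of 2806 genes the 2399 with enough counts were tested. Positive log2 values are higher with wild type SisEndoMS. Genes with an adjusted p under 0.05 are said to have risen or fallen, and the thresholds of the paper, an adjusted p of 0.005 and a log2 (fold change) of 1, are named where they were used. The biological coefficient of variation over all genes was 8.79%.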

Strains harboring pSeSD-SisEndoMS and pSeSD-SisEndoMS (R39E/R67E/W72A/E173A) were cultivated in the MCV medium until OD_600_ reached 0.2. The expression of the proteins was induced by the addition of arabinose, and the samples were taken after induction for 2 h and subjected to transcriptomic analysis. We confirmed that the proteins were expressed after 2 h induction by Western blot analysis (Supplementary Figure S7). 

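SiRe_0880, a membrane flippase of the MATE family (AglR), had the largest rise among the well-counted genes, from 27.0 ± 3.25 CPM in the mutant strain to 184 ± 14.3 in the wild type SisEndoMS strain (SD, n = 3 each). This is a log2 (fold change) of 2.76 (standard error 0.115, adjusted p = 4.19e-08 from edgeR's quasi-likelihood test). SiRe_0878, a SAM-dependent methyltransferase, which transfers methyl groups from S-adenosylmethionine, rose from 37.1 ± 2.23 to 221 ± 12.8 (log2 2.57, standard error 0.0929). SiRe_0879, a member of the PAPS reductase family (CysH), had more counts than either and rose from 205 ± 3.31 to 1079 ± 17.6 (log2 2.40, standard error 0.0628). SiRe_0806, a PIN domain protein, rose from 57.3 ± 7.41 to 286 ± 15.0 (log2 2.32, standard error 0.0968). The other 6 of the 10 largest rises, SiRe_0807, SiRe_0867, SiRe_0868, SiRe_0881, SiRe_0882 and SiRe_0883, had log2 values from 2.10 to 2.55. The falls were smaller. SiRe_1331, a glutamate synthase domain protein (GltB), fell from 207 ± 49.3 to 103 ± 28.8, a log2 (fold change) of -1.01 (standard error 0.196, adjusted p = 0.00710 from the same test). An ammonium transporter (SiRe_1039) fell from 102 ± 5.81 to 54.1 ± 5.67 (log2 -0.92, standard error 0.112, adjusted p = 0.000358). SiRe_2509, annotated as a mercury resistance protein, had a log2 of -0.90 (standard error 0.107). The isocitrate lyase gene aceA (SiRe_0742), the entry enzyme of the glyoxylate shunt, had a log2 of -0.80 (standard error 0.143). Of the other 6 of the 10 largest falls, SiRe_0468, SiRe_2230, SiRe_2580 and SiRe_1080 had log2 values from -0.77 to -0.69, and SiRe_0300 and SiRe_2642 had -0.64. Among the 2399 genes tested, 135 rose and 89 fell at an adjusted p under 0.05, and 69 of the rises and 88 of the falls were under 2-fold. At the thresholds of the paper, 52 genes rose and 0 fell by edgeR. DESeq2 and limma-voom also gave 0 falls, while 2 genes fell at these thresholds without wild type replicate 2. At an unadjusted p under 0.05, 3 genes fell by at least 2-fold. At an adjusted p under 0.05 and at least 2-fold, 66 genes rose and SiRe_1331 alone fell. The number that fell at this threshold ranged from 0 to 5 over the alternatives, with 0 without wild type replicate 1, wild type replicate 3 or mutant replicate 1, 3 without wild type replicate 2, 2 by limma-voom and 5 with log2(FPKM + 0.1). The 52 genes became 33 without mutant replicate 1, 31 without mutant replicate 3 and 27 when glmTreat tested against a log2 (fold change) of 1, and the 224 genes at an adjusted p under 0.05 became 148 without mutant replicate 2 and 137 without mutant replicate 3. In these last 2 runs the 135 rises became 101 and 95, and the 89 falls became 47 and 42. Without wild type replicate 3 there were 101 rises and 52 falls. The call of SiRe_1331 was lost without wild type replicate 3 (adjusted p = 0.0582) and with robust dispersion (adjusted p = 0.0798), and that of SiRe_0300 without mutant replicate 2 (0.0842). The call of SiRe_2642 was lost by DESeq2 (0.106), with robust dispersion (0.190), and without wild type replicates 1 (0.126) and 3 (0.114) or mutant replicates 2 (0.0700, log2 -0.37) and 3 (0.0609).

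**Figure D1:**
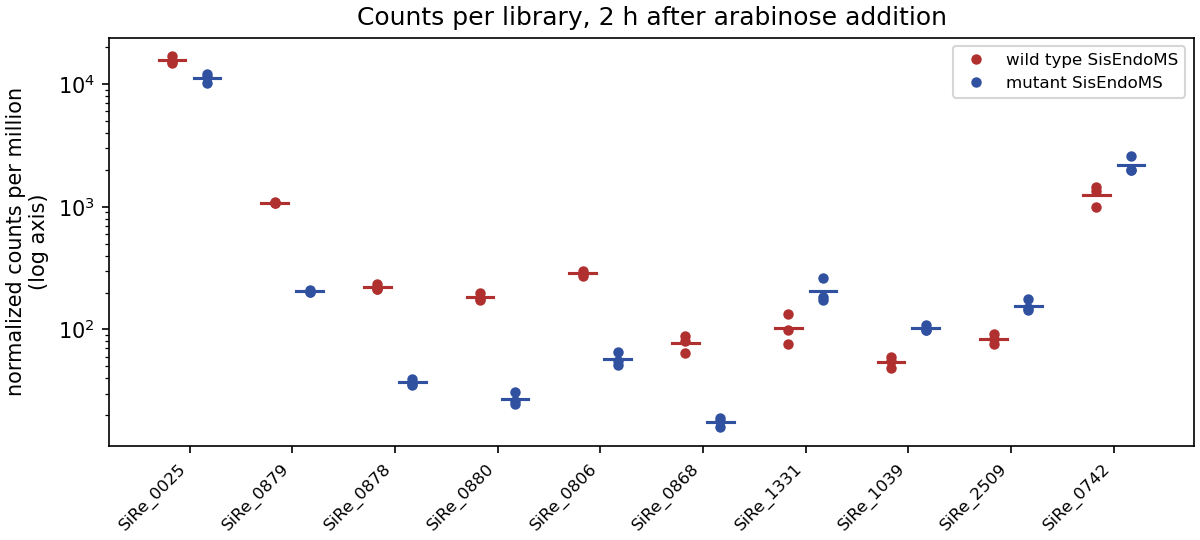
CPM (log axis) of endoMS (SiRe_0025), 5 rising genes and 4 falling genes. Each point is a library, 3 of wild type SisEndoMS in red and 3 of the mutant in blue, and each line is the mean of 3. The 3 libraries of one strain lie above the 3 of the other, an order that the choice of the rising and falling genes required.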

Interestingly, comparative transcriptomic analysis revealed that about 60 genes were differentially upregulated and only one gene was downregulated by at least two folds (Supplementary Table S4). There were four distinct features of the regulated genes: (1) the majority of them (49 out of 59) are localized at two chromosomal regions 43 between *sire_0805* and *sire_0897* and six between *sire_0413* and *sire_0418* (Supplementary Table S5); (2) the genes include a CRIPR-Cas IIIB system and several CRISPR-Cas related genes (Supplementary Table S6); (3) many genes involved in modifications including methylation and glycosylation were induced; and (4) some protein transport genes and genes for ROS response, toxin and antitoxin, and transposition were induced.

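At the thresholds of the paper (adjusted p under 0.005 from edgeR's quasi-likelihood test and a log2 (fold change) of at least 1), 44 rising genes lay between sire_0805 and sire_0897 and 6 between sire_0413 and sire_0418. One further gene was sire_0453, and sire_0596 was the remaining one. At an adjusted p under 0.05, 7 of 7 genes rose in the Table S6 group of reactive oxygen species response, toxin-antitoxin and transposon genes. Their log2 values ran from 1.19 to 2.66 with a median of 1.72. SiRe_0453 (dps), a ferritin-like protein of the family that shields DNA from oxidation, rose from 105 ± 16.1 to 355 ± 12.3 CPM (SD, n = 3 each), a log2 (fold change) of 1.75 (standard error 0.0983, adjusted p = 4.34e-07). SiRe_0809, a PIN domain protein named VapC after the toxins of toxin-antitoxin pairs, rose from 22.6 ± 1.68 to 74.4 ± 7.23. The transposase gene SiRe_0857 had few reads, with raw counts of 18, 18 and 28 against 1, 6 and 3, and reads of transposon genes can be shared with near-identical copies. Of the genes of other modifications, 9 of 9 rose with a median log2 of 1.87. An arylsulfatase-like enzyme (SiRe_0875) rose from 246 ± 14.0 to 964 ± 82.3, and RfbB (SiRe_0840) and RfbA (SiRe_0841), which act in the synthesis of dTDP-sugars, had log2 values of 1.81 and 1.87. The uncharacterized genes rose in 10 of 10 cases with a median of 1.66. Among these, the membrane protein SiRe_0869 rose from 63.0 ± 12.8 to 255 ± 2.78, and SiRe_0805 had raw counts of 21, 14 and 20 against 1, 3 and 1. Adjusted over the list alone, the counts of these 3 groups were also 7, 9 and 10. At the thresholds of the paper they were 5, 8 and 8. The study drew these lists from genes that changed in the same samples, so the counts are not independent evidence of their direction. The set test fry of limma, which asks whether the genes of a list move on balance in one direction, gave adjusted p-values of 9.87e-05, 1.29e-05 and 5.76e-05 for the 3 groups. With camera, which compares a list with the other genes, and an estimated correlation, the adjusted p-values were 0.0161, 0.00568 and 0.00816. The count of 44 became 28 without wild type replicate 3, 26, 29 and 24 without mutant replicates 1, 2 and 3, and 21 with glmTreat.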

## Discussion

The EndoMS proteins are conserved in Archaea and Actinobacteria (Ishino et al., 2016; Castaneda-Garcia et al., 2017). The homolog in *Pyrococcus abyssi* was originally identified to be a branched DNA-specific ssDNA nuclease (Ren et al., 2009). The enzyme was later rectified as a mismatch-specific, type II restriction-like endonuclease, which generated double-stranded breaks harboring 5'-protruding with the mismatched base pair in the central position (Ishino et al., 2016; Castaneda-Garcia et al., 2017). So far, the mismatch-specific enzymatic activity of the family enzymes has been reported in *Thermococcus kodakaraensis*, *Pyrococcus furious*, and *Corynebacterium glutamicum*. As for the *in vivo* function, the elevation of spontaneous mutation rate has been observed only in the deletion mutant of *Corynebacterium glutamicum*, with transition mutation being dominant, typical of mismatch repair deficiency (Castaneda-Garcia et al., 2017). In this study, we found that the SisEndoMS exhibited similar mismatch-specific activity to those of the reported EndoMS homolog. In addition, genetic analysis revealed that the SisEndoMS is responsible for mismatch repair. Therefore, our results support that the archaeal EndoMS proteins present a noncanonical mismatch repair pathway.

Interestingly, it was reported that the homolog of *T. gammatolerans* (TgaEndoMS/NucS) had different substrate specificity which generated different cleavage products (Zhang et al., 2020). TgaEndoMS/NucS could cleave uracil (U)- and hypoxanthine (I)-containing dsDNA (U/G and I/T, respectively), and the cleavage sites of the enzyme were at the second phosphodiester on the 5'-site of U or I and at the third phosphodiester on the 5'-site of the opposite base of U or I, creating a double-stranded break with a 4-nt 5'-overhang (Zhang et al., 2020). We found that the TgaEndoMS/NucS showed similar cleavage pattern with SisEndoMS and TkoEndoMS towards DNA substrates having G/T, G/G, and T/T mismatches (Supplementary Figures S6, S8). Intriguingly, SisEndoMS was able to cleave substrate containing U/G mismatch, similar to TgaEndoMS (Supplementary Figure S8), suggesting that SisEndoMS could provide an alternative pathway for repairing deaminated cytosine and probably also deaminated adenine. In another archaeon, *S. acidocaldarius*, deletion of *endoMS* did not result in higher mutation rate and UV sensitivity, although it rendered the strain sensitive to DNA adducts (Suzuki and Kurosawa, 2019). We found that the enzymatic activity of SacEndoMS/NucS was identical to that of SisEndoMS, which is congruous with high sequence similarity between the two enzymes (Supplementary Figure S1). The reason why SacEndoMS/NucS was not responsible for the mutation avoidance is not known.

We analyzed the growth, cell morphology, DNA content, and transcriptome of the strains overexpressing the wild type EndoMS, catalytic deficient and/or catalytic and DNA binding deficient mutants (Figures 6–8). Previously, Hje, the Holliday junction endonuclease was overexpressed in *S. islandicus* and the cells showed growth retardance, similar to what we observed for SisEndoMS overexpression (Huang et al., 2015). We confirmed that the overexpression of either Hje or Hjc, another Holliday junction resolvase, led to growth retardance (Supplementary Figure S9A) and cell morphology abnormality (Supplementary Figure S9C), resembling the phenotype of SisEndoMS overexpression strain. The phenotype of the wild type EndoMS overexpression strain strongly indicates that the enzyme functions as a nuclease *in vivo*, generating harmful double-stranded DNA breaks. Consistently, light microscopy revealed that the abnormal cells in SisEndoMS, Hje, and Hjc overexpressed strains were prone to form cell aggregation (data not shown), a common phenomenon of DNA damage response in *Sulfolobus*. The SEM observation showed that the normal sized cells merged from large cells or clustered cells (Figure 8, Supplementary Figure S9C). How these normal sized cells containing the mutated plasmid were produced needs further investigation.

Interestingly, 60 h after the induction of the strain harboring pSeSD-EndoMS began to grow again. Plasmid is isolated from the culture grownup and we found that the plasmid contained mutations in the EndoMS gene or its promoter region (Supplementary Table S7). We suppose the following scenario would occur for the growth of the strain: (1) the original cells harboring the wild type SisEndoMS stopped growing when the protein was induced and DSB generated at or outside of the replication fork; (2) some cells died, while others triggered an unknown DSB repair process (presumably homologous recombination) to get the damage repair; (3) at the same time, DSB damage triggered mutation occurrence on the plasmid and more mutations were accumulated, producing plasmid with inactive *endoMS*; and (4) cells with chromosomal DSB being repaired and harboring *endoMS* inactive but *pyrEF* active plasmid would divide and survive. Cells with pre-existing spontaneous mutations before induction will survive but because of the low frequency, it would take much longer time for the cells to grow up (Deng et al., 2009; Hong et al., 2012). Therefore, DNA repair and high frequency mutation triggering should have occurred simultaneously for the growth restart.

We revealed instant transcriptomic changes after induction of SisEndoMS. 

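Among 7 genes of homologous recombination and double-stranded break repair, a planned theme whose members were chosen by gene symbol after the authors' table of called genes had been seen, only the helicase gene hel308 (SiRe_0250) passed the test, with a log2 (fold change) of 0.22 (standard error 0.0603, adjusted p = 0.0423 from edgeR's quasi-likelihood test). It had 328 ± 9.46 CPM with wild type SisEndoMS and 281 ± 4.56 with the mutant (SD, n = 3 each). The genes for end resection on this list, which holds no rad50 gene, did not pass. Their log2 values were 0.22 for herA (SiRe_0064, adjusted p = 0.0619), 0.23 for mre11 (SiRe_0063, adjusted p = 0.0793) and 0.13 for nurA (SiRe_0061). The values were negative and did not pass for the recombinase radA (SiRe_1747, log2 -0.17) and for the Holliday junction endonuclease genes annotated hjc (SiRe_1431, log2 -0.26, and SiRe_0930, log2 -0.21). When adjusted over the list alone, 3 genes rose and 2 fell. The direction test fry gave an adjusted p of 0.190 for this list, and its test for changes in either direction gave 0.000560. Of 4 other DNA repair genes, endoMS itself and the flap endonuclease gene fen (SiRe_1830, log2 0.25, standard error 0.0638, adjusted p = 0.0307) rose, also when adjusted over the list alone, while the uracil-DNA glycosylase gene udg (SiRe_0084) and the nuclease gene xpf (SiRe_1280) did not pass. For this list fry gave an adjusted p of 0.0744 for one direction and 0.0454 for either. The list includes endoMS, which both strains carry on the plasmid, so these p-values do not stand for the other genes alone. Of 9 DNA replication genes, 0 rose or fell by edgeR, DESeq2 or limma-voom, also when adjusted over the list alone, and 1 rose at an unadjusted p under 0.05, the primase gene priS (SiRe_1047, log2 0.25, adjusted p = 0.147). Their adjusted fry p was 0.807. The 3 PCNA genes had log2 values of -0.04 (SiRe_1594), 0.10 (SiRe_1048) and 0.10 (SiRe_1602), and 0 passed by edgeR, DESeq2, limma-voom or at an unadjusted p under 0.05. The sign of SiRe_1594 turned without wild type replicate 3 or mutant replicate 2 (log2 0.01 in both). Of 8 genes of the ups pili and the Ced system, which take part in cell aggregation and DNA exchange after DNA damage in Sulfolobus, 0 passed by edgeR and limma-voom, 1 by DESeq2 and 5 at an unadjusted p under 0.05. The pilin gene upsA (SiRe_1881) had a log2 of 0.41 (adjusted p = 0.0648) and cedA (SiRe_1317) of 0.33 (adjusted p = 0.0709). All 8 values were positive with a median of 0.34, and 3 rose when adjusted over the list alone. The adjusted fry p was 0.123 (0.0409 before adjustment over the lists), and 0.0437 without wild type replicate 2. With camera the adjusted p was 0.0278 at a preset correlation of 0.01, and 0.601 with an estimated correlation. Of 6 genes of ESCRT cell division, 0 passed by any of the 3 tools, over the list alone or at an unadjusted p under 0.05 (adjusted fry p 0.872). Of 8 chromatin protein genes, including alba1 (SiRe_1125, log2 -0.08), 0 passed by the 3 tools or over the list alone and 2 were lower at an unadjusted p under 0.05 (adjusted fry p 0.190). The calls of hel308 and fen were lost by DESeq2 (adjusted p = 0.152 and 0.0729), and without any 1 of the libraries other than wild type replicate 2, with adjusted p from 0.0796 to 0.134 for hel308 and from 0.0545 to 0.122 for fen.

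**Figure D2:**
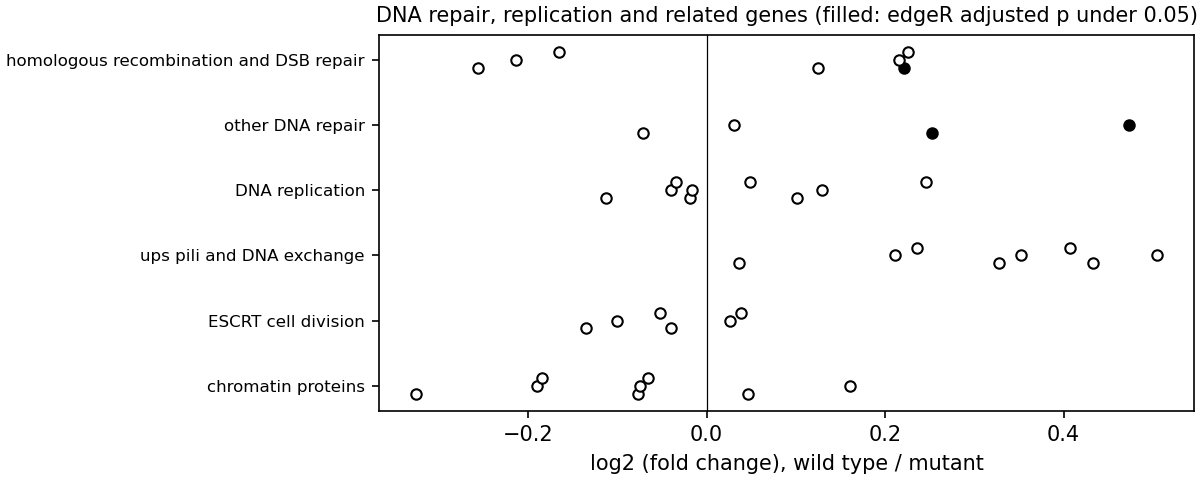
The log2 (fold change) of wild type over mutant on the horizontal axis for each gene of 6 lists, 3 libraries per strain. Each circle is a gene, filled where the adjusted p from edgeR is under 0.05, and the filled circles are hel308, fen and endoMS (nucS).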

We cannot get clear clues of these changes for specific DNA repair processes from the data. But rather, these changes may show how cells respond to counteract the activity of SisEndoMS leading to DSB generation. These transcriptomic changes may have been brought about by chromosome organization-related gene regulation, because on the genome, the upregulated genes mainly clustered at several regions: *sire_0413–sire_0418*, *sire_0453–sire_0454*, and *sire_0805*–*sire_0897*, with exception of *sire_0596* (Supplementary Table S5). 

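Between sire_0805 and sire_0897, 61 of the 93 genes had enough counts to be tested, and all 61 had a positive log2 (fold change), with a median of 1.60 and quartiles of 1.29 and 1.97. At an adjusted p under 0.05 from edgeR's quasi-likelihood test 55 of them rose (90.2%) and 0 fell (0 also by DESeq2, by limma-voom and at an unadjusted p under 0.05). The 6 genes that did not pass had log2 values from 0.34 to 1.43, and 5 of them, SiRe_0808, SiRe_0812, SiRe_0839, SiRe_0846 and SiRe_0873, had mean counts under 26 per library. Adjusted over the list alone, 59 rose. Among the genes outside this region 80 of 2338 rose (3.42%). At its last gene, sire_0897, the value was 31.3 ± 5.94 CPM with wild type SisEndoMS and 11.1 ± 3.22 with the mutant (SD, n = 3 each). All 6 genes between sire_0413 and sire_0418 rose, with a median log2 of 1.71, among them the uncharacterized membrane protein gene sire_0413, with 20.2 ± 4.58 against 6.28 ± 1.43. Both genes of sire_0453 and sire_0454 rose. The latter, annotated as a ferredoxin subunit, had raw counts of 30, 26 and 26 against 5, 12 and 9 and a log2 of 1.66 (standard error 0.313, adjusted p = 0.00595). Outside these regions sire_0596, a HEPN domain protein, rose from 221 ± 13.0 to 588 ± 17.7, a log2 of 1.42 (standard error 0.0677, adjusted p = 1.05e-07). The other genes outside the regions with at least 2-fold rises at an adjusted p under 0.05 were sire_0127, sire_0129 and sire_0798. Fisher's exact test of rising genes inside against outside, with both directions counted, gave p = 3.98e-67 for sire_0805 to sire_0897, 2.86e-08 for sire_0413 to sire_0418 and 0.00314 for sire_0453 to sire_0454. Since neighbouring genes are often transcribed together, the calls were also rotated along the gene order, and 5, 29 and 74 of 2366 positions, the real one included, held as many rising genes (shares of 0.00211, 0.0123 and 0.0313). For sire_0805 to sire_0897, the 5 positions were the real one and shifts of the same block by a few genes. Runs of rising genes inside this block also count for the smaller regions. The shares are therefore not frequencies of separate clusters elsewhere on the chromosome. The regions were set by the study on these samples, so these tests are not independent evidence. The call of sire_0127 was lost without mutant replicate 1 (adjusted p = 0.0602) or mutant replicate 3 (0.0778), that of sire_0798 without mutant replicate 2 (0.0585) and by DESeq2 (0.0536), and that of sire_0129 by DESeq2 (0.112), by limma-voom (0.0622) and without any 1 library other than wild type replicate 2 (0.0592 to 0.138). From the clustering of the upregulated genes in these regions, the paper proposes that the changes may have been brought about by chromosome organization-related gene regulation.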

As in other organisms, *Sulfolobus* chromosomes are organized into functional domains, including the formation of chromatin loops (Peeters et al., 2015) and transcription active and inactive compartments (Takemata and Bell, 2020). 

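The rise was seen from sire_0805 to sire_0897 and, at a smaller size, in genes before sire_0805. Of 6 genes tested among the 10 locus tags before the region (sire_0795 to sire_0804), 4 rose, with a median log2 (fold change) of 0.85 over the 6. SiRe_0800 rose from 148 ± 8.97 to 264 ± 18.4 CPM (SD, n = 3 each), with a log2 of 0.83 (standard error 0.0787, adjusted p = 5.20e-05 from edgeR's quasi-likelihood test). SiRe_0801, an ABC transporter related protein, had a log2 of 0.91 (standard error 0.118, adjusted p = 0.000576), and SiRe_0802, a permease of the ABC-2 type, 0.88 (standard error 0.168, adjusted p = 0.00689). SiRe_0798, the highest of the 4, had a log2 of 1.33 (standard error 0.272), and its call was lost by DESeq2 and without mutant replicate 2, as given with the regions. SiRe_0795 (0.44) and SiRe_0797 (0.51) did not pass. Of 6 genes tested among the 10 tags after the region, 0 rose and 0 fell by edgeR, DESeq2 or limma-voom, 1 was lower at an unadjusted p under 0.05, and the median was -0.13. Among the 30 tags before the region 9 of 22 genes tested rose (7 by DESeq2 and 8 by limma-voom), and among the 30 tags after it 0 of 21 rose and 1 fell by edgeR. DESeq2 gave 0 rises and 1 fall there, limma-voom 0 and 2, and an unadjusted p under 0.05 gave 0 and 3. The median inside the region lay 1.37 above that of the 10 tags on both sides. The transposase genes named tnpA, a planned list, are 7, and 0 had enough counts to be tested. Their highest total was 12 counts over all 6 libraries, with 2 counts for SiRe_0775 and 0 for SiRe_0886, so changes in these genes were not tested here.

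**Figure D3:**
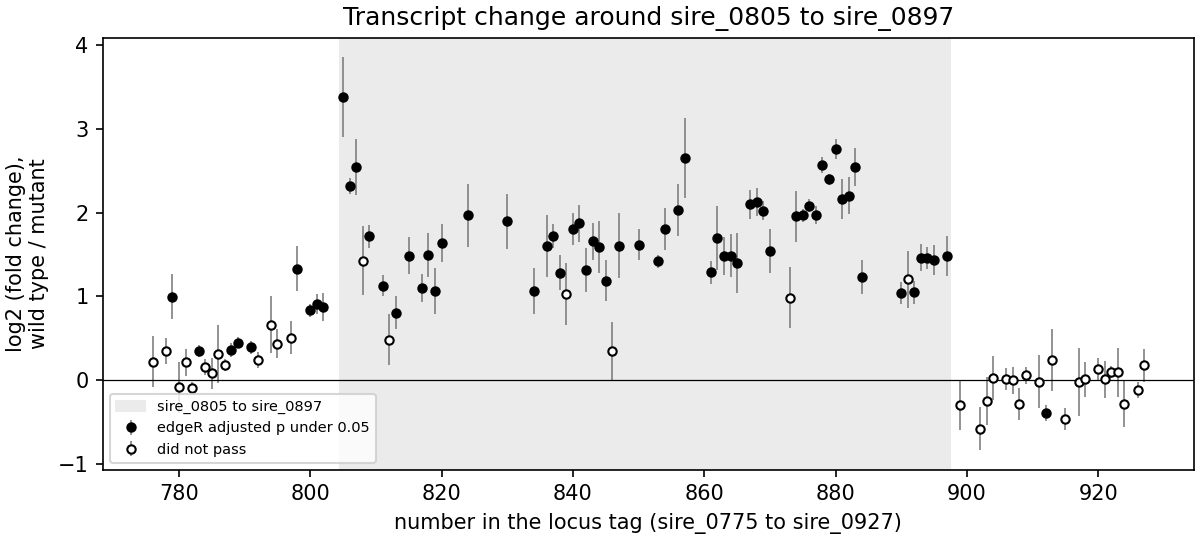
The log2 (fold change) of wild type over mutant with its standard error for each tested gene from sire_0775 to sire_0927, placed by locus tag number on the horizontal axis. Each point is a gene measured in 3 libraries per strain. The values inside the region lie between 0.34 and 3.38, and those of the 10 tags after it between -0.58 and 0.02.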

Interestingly, flanking the largest region (*sire_0805* to *sire_0897*) are transposon genes. It will be interesting to investigate how the transposition of the gene cluster affects gene expression. We also do not know clearly the physiological function of the upregulation of the genes. 

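The peptide transporter genes between sire_0413 and sire_0418 rose in the wild type SisEndoMS strain. The gene of the extracellular solute-binding protein (SiRe_0418), which captures the substrate for an ABC transporter, rose from 4530 ± 212 to 15055 ± 1957 CPM (SD, n = 3 each), a log2 (fold change) of 1.73 (standard error 0.0957, adjusted p = 3.96e-07 from edgeR's quasi-likelihood test). The permease genes DppC (SiRe_0416) and DppB (SiRe_0417) rose from 97.7 ± 3.02 to 409 ± 49.3 and from 174 ± 6.18 to 718 ± 87.8. The ATPase genes DppD (SiRe_0415) and AppF (SiRe_0414) had log2 values of 1.63 and 1.42. All 6 transporter genes of Table S6 rose, with a median log2 of 1.89. All 7 methyltransferases or related genes rose, with log2 values from 1.42 to 2.57 and a median of 1.59. Among these, SiRe_0853 rose from 71.8 ± 2.32 to 192 ± 8.21, and SiRe_0863 and SiRe_0881 had log2 values of 1.48 (standard error 0.230) and 2.17 (standard error 0.239). All 7 glycosyltransferase genes, whose products attach sugars to proteins, lipids or other sugars, rose, with a median of 1.96. SiRe_0876 rose from 74.1 ± 1.67 to 314 ± 16.8 (log2 2.08, standard error 0.0751), RfaG (SiRe_0867) from 14.4 ± 2.09 to 61.7 ± 9.25, and SiRe_0861, the lowest of the 7, from 59.8 ± 9.36 to 146 ± 19.4 (log2 1.29). Adjusted over the list alone, the numbers were also 6, 7 and 7. At the thresholds of the paper they were 6, 5 and 7. These lists were drawn by the study from genes that changed in these samples and are not independent evidence of direction. The adjusted p from fry was 5.76e-05 for the transporters and 4.43e-05 for each of the others, and with camera and an estimated correlation the adjusted p-values were 0.0161 and 0.00816. Among the genes of the glucose ABC transporter family (glcS, glcT, glcU and glcV), found by symbol, 0 of 7 passed by edgeR, DESeq2, limma-voom, over the list alone or at an unadjusted p under 0.05, and fry gave an adjusted p of 0.872.

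**Figure D4:**
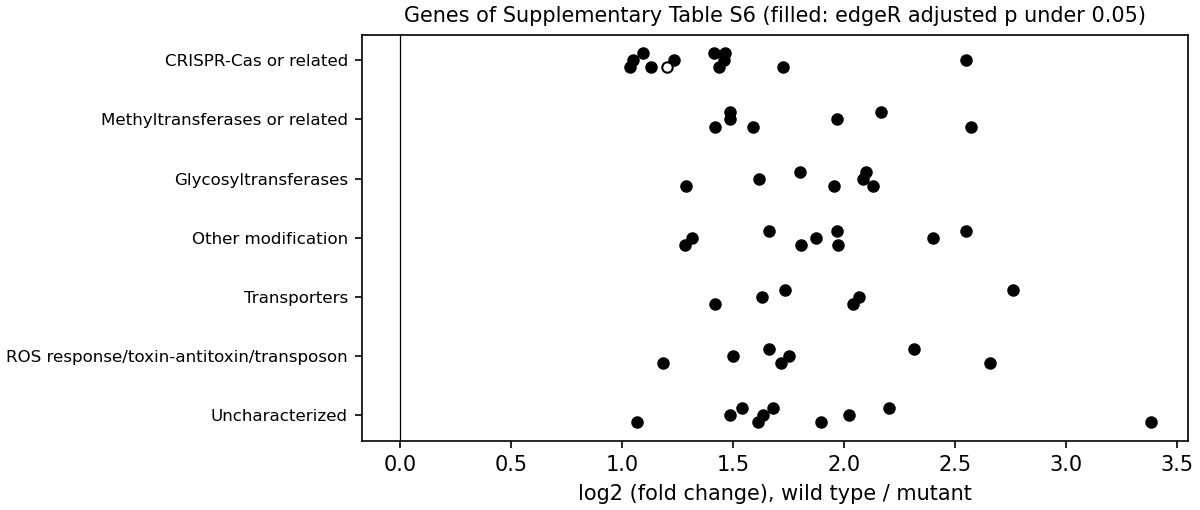
The log2 (fold change) of wild type over mutant on the horizontal axis for each gene of the 7 categories of Table S6, 3 libraries per strain. Each circle is a gene, filled where the adjusted p from edgeR is under 0.05. The single open circle is SiRe_0891.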

The upregulated genes include the CRISPR-Cas IIIB system, methyl transferases, glycosyl transferases, and peptide transporters. Among the upregulated genes were those for the CRISPR-Cas IIIB system or related proteins. This system has the RNA-dependent specific RNA/DNA activity as well as non-specific RNA cleavage activity by Csx1 (Supplementary Table S6). It has been proposed that the DNA repair and CRISPR-Cas system have mutual beneficial relationships (Faure et al., 2019). 

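Of the 12 CRISPR-Cas or related genes of Table S6, 11 rose in the wild type SisEndoMS strain, and all 12 log2 (fold change) values were positive with a median of 1.32. The type IIIB effector complex, which binds a CRISPR RNA and cleaves matching RNA, is encoded from SiRe_0890 to SiRe_0895. Its large subunit gene cas10 (SiRe_0894) rose from 70.1 ± 6.77 to 192 ± 30.8 CPM (SD, n = 3 each), a log2 of 1.46 (standard error 0.127, adjusted p = 2.60e-05 from edgeR's quasi-likelihood test). The subunit genes cmr6 (SiRe_0893) and Cmr3 (SiRe_0895) rose from 16.4 ± 2.00 to 45.3 ± 1.73 and from 23.7 ± 3.26 to 63.8 ± 13.2, and cmr4 (SiRe_0890) and cmr1 (SiRe_0892) had log2 values of 1.04 and 1.05. The small subunit gene cmr5 (SiRe_0891) had 18.4 ± 3.99 against 8.12 ± 4.30, a log2 of 1.20 (standard error 0.340, adjusted p = 0.0508), from raw counts of 70, 43 and 44 against 34, 12 and 22. Csx1 (SiRe_0884), a ribonuclease with CARF and HEPN domains, rose from 19.6 ± 1.79 to 46.2 ± 12.4 (log2 1.23, standard error 0.208, adjusted p = 0.00314). The related genes SiRe_0811 (CARF and HTH domains), SiRe_0817 (HEPN domain), SiRe_0837 (an ATPase of a predicted phage defense system) and SiRe_0883 (an ATPase with an endonuclease domain) rose with log2 values of 1.13, 1.10, 1.73 and 2.55. When adjusted over the list alone all 12 rose. The list was drawn by the study from genes that changed in these samples and is not independent evidence of direction. Its adjusted p was 1.29e-05 from fry and 0.00541 from camera with an estimated correlation. Of 23 tested genes annotated as CRISPR-associated by symbol, 5 rose, 0 fell and 18 did not pass (9 rose over the list alone). By DESeq2 and limma-voom 6 rose and 0 fell, and at an unadjusted p under 0.05 11 were higher and 0 lower. All 5 are members of the type IIIB complex or csaX (SiRe_0771, log2 0.69, standard error 0.165, adjusted p = 0.0231). Outside the regions of the paper, 1 of 18 rose, csaX (4 over the list alone). The largest value of the 18 was that of cas1 (SiRe_0761), which had few reads and did not pass. Its log2 was 1.03 (standard error 0.295, adjusted p = 0.0545 from edgeR, 0.186 by DESeq2). The cas1 gene did pass with robust dispersion (0.0497), with at least 10 counts in every library (0.0445) and without wild type replicate 2 (0.0348). SiRe_0596, of the 12 genes of Table S6, also lies outside these regions, but it has no symbol and is not among the 18. It rose by a log2 of 1.42 (standard error 0.0677, adjusted p = 1.05e-07 from edgeR). The other set of cmr genes, picked out after the values had been seen, did not pass, with log2 values of 0.44 for cmr3 (SiRe_0597, adjusted p = 0.0539), 0.31 for cas10 (SiRe_0598, adjusted p = 0.0553), 0.22 for cmr1 (SiRe_0600), 0.12 for cmr6 (SiRe_0599), 0.02 for cmr5 (SiRe_0601) and -0.05 for cmr4 (SiRe_0602). In 4 settings each, cmr3 and cas10 of this set did pass, among them robust dispersion (0.0385 and 0.0332) and without wild type replicate 2 (0.0154 and 0.00565). The adjusted p from fry was 0.0286 for all 23 genes and 0.190 for the 18, and for the 23 genes the adjusted p was 0.418 from camera with an estimated correlation. The call of cmr5 depended on the setting, with an adjusted p of 0.0280 by DESeq2, 0.0370 by limma-voom and 0.0201 without mutant replicate 1. The call of csaX was lost without any 1 library other than wild type replicate 2 (0.0548 to 0.107), and the fry call of the 23 genes likewise (0.0726 to 0.166) and with library totals only (0.0607). That fry call was also lost with the replicate block (0.0918), with log2(FPKM + 1) (0.0512) and with log2(FPKM + 0.1) (0.0506).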

Further study is needed to explore if and how the activation of the CRISPR-Cas IIIB system is beneficial of double-stranded DNA break repair.

Regarding how the DSB generated by EndoMS is subsequently repaired, for Thermococcales that have multiple copies of chromosomes, it was proposed that the DSB was repaired by homologous recombination. Based on our study, we propose a model to explain the mechanism of EndoMS-mediated mismatch repair in *Sulfolobus* (Figure 9). As a monoploid prokaryotic organism, *Sulfolobus* cells have a long-period of time in the cell cycle containing catenated chromosomes (Lindas and Bernander, 2013). In addition, during DNA replication, there are homologous sister chromatids. The homologous DNA could be utilized by the *Sulfolobus* cell to repair the EndoMS generated DSBs. Repair of the DSB at the DNA replication fork would involve the replication fork stalling and reformation similar to those when cell encounter other DNA lesions (Marians, 2018). Mismatches must also occur outside DNA replication fork, cleavage by SisEndoMS at these mismatches is also processed by homologous recombination, but the donor DNA may come from other cells through pili-mediated DNA exchange (Ajon et al., 2011; van Wolferen et al., 2016). Indeed, we found that overexpression strain exhibited cell clustering, a common phenomenon when cells are treated with DNA damaging agents and pili-mediated DNA exchange occurs. Alternatively, membrane vesicle-mediated gene transfer may be another way to obtain the DNA from other cells (Soler et al., 2008).

**Figure 9:**
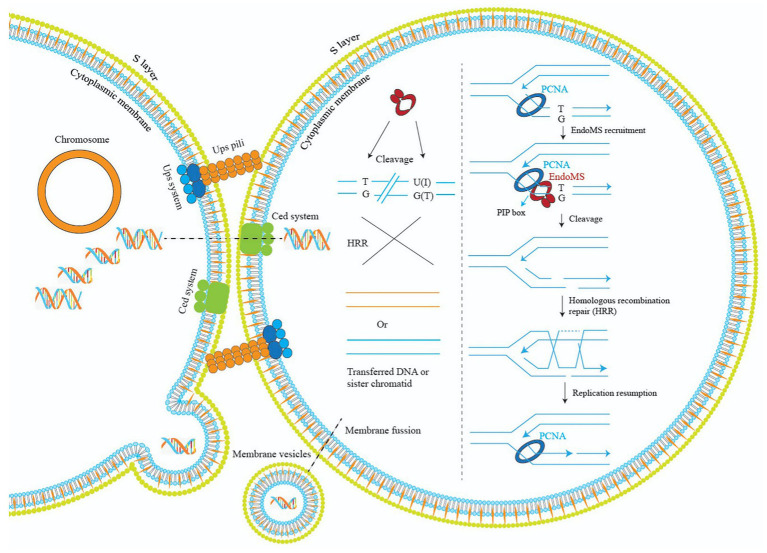
A model illustrating the mechanisms of EndoMS-mediated repair pathway in *Sulfolobus*. Repair of the EndoMS generated DSB at the DNA replication fork requires replication fork stalling and reformation (right). Mismatches (e.g., T/G) and deaminated bases (U/G and I/T) are firstly processed by EndoMS, generating DSBs, which are subsequently repaired by homologous recombination (left). Donor DNAs come from other cells through pili- or membrane vesicle-mediated DNA exchange. The S-layer is omitted for simplicity.

## Data Availability Statement

The accession number for the RNA-Seq data in this paper is GEO: GSE158372. The whole genome sequencing data have been deposited at DDBJ/ENA/GenBank under the accessions JADAML000000000 (*Sulfolobus islandicus* REY15A) and JADAMM000000000 (*S. islandicus* REY15A EndoMS Knockout). *S. islandicus* REY15A EndoMS Knockout: BioProject/BioSample identifiers PRJNA664474/SAMN16220128. *S. islandicus* REY15ABioProject/BioSample identifiers PRJNA664470/SAMN1622012.

## Author Contributions

SA, QH, YX, and YY performed the experiments. SA, QH, JN, and YS analyzed the data. SA, QH, and YS designed the experiments and wrote the manuscript. JN help revision of the manuscript. All authors contributed to the article and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Functional Analysis of the NucS/EndoMS of the Hyperthermophilic Archaeon Sulfolobus islandicus REY15A
**Source:** Front Microbiol. 2020 Dec 1;11:607431. doi: 10.3389/fmicb.2020.607431
**Supplement:** Supplementary file 1

**Table S1.** Plasmids and strains used in the current study.

| Strain/Plasmid | Description | References or sources |
| --- | --- | --- |
| *Sulfolobus islandicus* REY15A | Wild type | Contursi et al. [22] |
| *S. islandicus* REY15A (E233S) | *ΔpyrEFΔlacS* | Deng et al. [23] |
| *Escherichia coli* DH5α | Plasmid amplification | Laboratory strain |
| *E. coli* BL21(DE3) codon plus-RIL | Protein expression | Laboratory strain |
| *E. coli* BL21 C43 (DE3) pLysS | Protein expression | Laboratory strain |
| *E. coli* /pET15bm-SisEndoMS-N-His | Expression of SiRe_0025 having His-tag at the N-terminal | This study |
| *E. coli* /pET15bm-SisEndoMS-ΔPIP-N-His | Expression of SiRe_0025-ΔPIP having His-tag at the N-terminal |  |
| *E. coli* / pET15bm-SacNucS-N-His | Expression of Saci_0200 having His-tag at the N-terminal | This study |
| *E. coli* /pET30a-TgaNucS-C-His | Expression of TgaNucS having His-tag at the C-terminal | This study |
| *E. coli* /pET30a-TgaNucS-D163A-C-His | Expression of TgaNucS catalytic deficient mutant (D163A) having His-tag at the C-terminal | This study |
| ΔSiRe_0025/EndoMS (KO) | *ΔSiRe_0025* | This Study |
| Sis/pSeSD-0025-C-His | E233S harboring pSeSD-SisEndoMS-C-His | This study |
| Sis/pSeSD-0025D159A-C-His | E233S harboring pSeSD-SisEndoMS (D159A)-C-His (catalytic site deficient mutant) | This study |
| Sis/pSeSD-0025E173A-C-His | E233S harboring pSeSD- SisEndoMS (E173A)-C-His (catalytic site deficient mutant) | This study |
| Sis/pSeSD-0025K175A-C-His | E233S harboring pSeSD- SisEndoMS (K175A)-C-His (catalytic site deficient mutant) | This study |
| Sis/pSeSD-SiRe_0025R39E/R67E/W72A-E173A | E233S harboring pSeSD- SisEndoMS (R39E/R67E/W72A-E173A) (DNA binding and catalytic mutant) | This study |
| *E. coli*/pET22b-SiRe_1594 | Expression for the PCNA subunit SiRe_1594 | This study |
| *E. coli*/pET22b-SiRe_1048 | Expression for the PCNA subunit SiRe_1048 | This study |
| *E. coli*/pET22b-SiRe_1602 | Expression for the PCNA subunit SiRe_1602 | This study |

**Table S2:** Oligonucleotides used as primers in the current study.

| Primer | Sequence ^a, b^ (5´-3´) |
| --- | --- |
| pSeSD-SisEndoMS-*Nde*I-F | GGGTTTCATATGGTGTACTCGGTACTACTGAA |
| pSeSD-SisEndoMS-*Sal*I-R | AGCCGTCGACGTAACTAGAATACTTCTGTA |
| pSeSD-SisEndoMS-D159A-F | CTTATGGGAAAATA**GCT**CTGGTGGGGTTAG |
| pSeSD-SisEndoMS-D159A-R | CTAACCCCACCAGAGCTATTTTCCCATAAG |
| pSeSD-SisEndoMS-E173A-F | TTTCGTAATAATT**GCA**GTAAAGAGAAGTAA |
| pSeSD-SisEndoMS-E173A-R | TTACTTCTCTTTACTGCAATTATTACGAAA |
| pSeSD-SisEndoMS-K175A-F | TAATAATTGAAGTA**GCG**AGAAGTAAAGCTC |
| pSeSD-SisEndoMS-K175A-R | GAGCTTTACTTCTCGCTACTTCAATTATTA |
| pET15bm-SisEndoMS-*Nde*I-F | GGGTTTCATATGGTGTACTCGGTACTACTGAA |
| pET15bm-SisEndoMS-*Sal*I-R | GTGCGTCGACTCAGTAACTAGAATACTTCT |
| pET15bm-SisEndoMS-ΔPIP-*Nde*I-F | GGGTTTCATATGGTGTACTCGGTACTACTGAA |
| pET15bm-SisEndoMS-ΔPIP-*Sal*1-R | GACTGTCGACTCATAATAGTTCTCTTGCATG |
| pET15bm-SacNucS-*Nde*1-F | GGTCATATGATGTTCAAGGTATTACTCGAG |
| pET15bm-SacNucS-*Sal*I-R | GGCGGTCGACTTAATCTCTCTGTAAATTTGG |
| pk0025-L-arm-*Sal*I-F | CGGGGTCGACAATTATTCCATGTCCTTTA |
| pk0025-L-arm-*Mlu*I-R | CCGGACGCGTTTACTGAGATAATCGTTGT |
| pk0025-R-arm-*Nco*I-F | CCGCCCATGGAAGAAGGAATAAATTTCCG |
| pk0025-R-arm-*Xho*I-R | CGGCCTCGAGTATAAGATTGCTTAAGGTG |
| pk-0025-flanking-F | GATACCAGTTTTCTTATGGAGTGTGTCAAG |
| pk-0025-specific-F | AAGTAAAGGATGGGGATTTCGTGATTAAAG |
| SiRe_0025R67E/W72A-F | AAGTGTGAAA**GAG**GAACCGTTAAAC**GCA**CAACCACCA |
| SiRe_0025R67E/W72A-R | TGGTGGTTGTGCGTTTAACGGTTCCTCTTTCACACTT |
| SiRe_0025R39E-F | TGAATTATAAGGGA**GAA**GCTGAATCAGTAG |
| SiRe_0025R39E-R | CTACTGATTCAGCTTCTCCCTTATAATTCA |
| SiRe-1594-*Nde*1-F | GGCGGGGTTTCATATGATGATATATCTTA |
| SiRe-1594-*Sal*1-R | GCGCGTCGACTACTATATAGAATTTAGAAA |
| SiRe-1048-*Nde*I-F | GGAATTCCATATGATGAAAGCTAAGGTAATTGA |
| SiRe-1048-*Sal*I-R | ACGCGTCGACTTACTCTGCCCTTGGTGCAA |
| SiRe-1602-*Nde*1-F | GGGCCTCATATGATGTTTAAGATTATTTAC |
| SiRe-1602-*Sal*1-R | ACGCGTCGACTTATAACCTTGGTGCTATCC |

^a^ The underlined denote sites of restriction enzymes. ^b^ The mutated codons are indicated in boldface.

**Table S3.** Mutation sites identified by whole genome sequencing.

**Supplementary Table S4.** Summary of genes with >2 folds transcriptional change (ordered according to regulation levels). The data were based on comparative transcriptomic analysis of strains overexpressing the wild type EndoMS and the catalytic deficient mutant.

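Table S4 gives for each gene the mean of the normalized read counts of the mutant strain (Reads_mutant) and of the wild type SisEndoMS strain (Reads_WT) and the log2 of their ratio, so that a positive value is higher with wild type SisEndoMS. The column Reads_WT equals the mean of the 3 wild type libraries after division of the counts by size factors, the scaling of DESeq, with a largest difference of 3.73e-08%. From the counts, all 60 genes of the table were measured and all 60 had the sign of the table. Of these, 58 rose, SiRe_1331 fell and SiRe_0891 did not pass at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The largest difference between the log2 values here and those in the table was 0.11, and across the 60 genes Pearson's r was 1.00 and Spearman's rho 0.999, where genes are not independent replicates and both sets come from the same counts. At an adjusted p under 0.005 and at least 2-fold 51 genes of the table passed. The table was chosen on these samples and is not independent evidence of direction. Of 8 genes outside the table with at least 2-fold rises at an adjusted p under 0.05, SiRe_0856 had the largest rise, a log2 of 2.03 (standard error 0.309, adjusted p = 0.00171).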

**Supplementary Table S5.** List of genes with >2 folds transcriptional change (ordered according the gene codes). The data were obtained from comparative transcriptomic analysis of strains overexpressing the wild type EndoMS and the catalytic deficient mutant.

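Table S6 sorts 58 of the genes of Table S4 into 7 categories by what their products are predicted to do. It holds the rising genes other than SiRe_0897. SAM-dependent methyltransferases transfer methyl groups to DNA, RNA, proteins or small molecules, and the table does not name their substrates. Rfb enzymes make dTDP-rhamnose, an activated sugar, flippases of the AglR type move lipid-linked sugars across the membrane, and the PIN domain is the ribonuclease fold of VapC toxins. HEPN domains are found in ribonucleases of defense systems, and CARF domains bind the cyclic oligonucleotides that type III CRISPR-Cas systems make on activation.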

**Supplementary Table S6.** Summary of genes with >2 folds increase in transcriptional level based on comparative transcriptomic analysis of strains overexpressing the wild type EndoMS and the catalytic deficient mutant.

**Table S7.** Observed mutations/indels in the extracted plasmids from the strain harboring wild type

SisEndoMS after induction for 60 hrs.

| **pSeSD-EndoMS*** | **Mutation**  **/Indel** | **Affected amino acids**  **or frame shift** | **Positions nt** |
| --- | --- | --- | --- |
| Plasmid 1 | C-T | **C**CC: Proline (P)→**T**CC: Serine (S) | 409 (a.a.137) |
| Plasmid 2 | Insertion (A) | Insertion (A) | 499 (after a.a.166) |
| Plasmid 3 | C-T | **C**CC: Proline (P)→**T**CC: Serine (S) | 409 (a.a.137) |
| Plasmid 4 | Insertion (G) | Insertion (G) | 580 (after a.a. 193) |
| Plasmid 5 | Insertion (A) | Insertion (A) | 498 (after a.a.166) |
| Plasmid 6 | C-T | **C**CC: Proline (P)→**T**CC: Serine (S) | 409 (a.a. 137) |

*pSeSD-EndoMS plasmid extracted from six independently grown EndoMS overexpression cultures.

Nt, nucleotide; a.a., amino acid.

# Supplementary material for: Functional Analysis of the NucS/EndoMS of the Hyperthermophilic Archaeon Sulfolobus islandicus REY15A
**Source:** Front Microbiol. 2020 Dec 1;11:607431. doi: 10.3389/fmicb.2020.607431
**Supplement:** Supplementary file 2

## Slide 1

*
*
*
Figure S1

## Slide 2

Figure S1. Multiple sequence alignment of SisEndoMS homologs from Archaea. The protein sequences include Sulfolobus islandicus REY15A (SiRe_0025), Thermococcus kodakarensis KOD1 (TK1898), Sulfolobus acidocaldarius DSM 639 (Saci_0200), Sulfolobus solfataricus P2 (SSO_RS10785), Thermococcus gammatolerans EJ3 (TGAM_013), Pyrococcus abyssi GE5 (PAB_RS00695), Pyrococcus furiosus DSM 3638 (PFDSM3638_RS1051), Thaumarchaeota archaeon RBG_16_49_8 (3K61_07510), Thaumarchaeota archaeon ex4484_121 (B6U65_02045), Candidatus Odinarchaeota archaeon LCB_4 (OdinLCB4_09970), Candidatus Heimdallarchaeota archaeon LC_3 (HeimC3_19280), and DPANN group archaeon LC1Nh (LC1Nh_RS04475), which were retrieved from NCBI database with BLAST/PSI-BLAST. The DNAMAN (ver. 8.0) software was used for the multiple sequence alignment. The names of archaeal species are shown on the left and the consensus residues are indicated at the bottom. The catalytic residues are indicated with stars, whereas the DNA binding residues are indicated with asterisks. The PIP-box residues are indicated with a black bar. The residues with 100% and >75% identity are shaded in blue and pink respectively.

## Slide 3

C-terminal catalytic domain
 Residues for catalytic activity
D159
E173
K175
Flexible
linker
R39
R67
W72
N-terminal dimeric domain
 DNA binding
 residues
Figure S2. Structural model of SisEndoMS showing the putative DNA binding and catalytic residues. The homology model of SisEndoMS (right) was constructed by SWIS-MODEL online server (Bertoni, Kiefer et al. 2017) (https://swissmodel.expasy.org/) using TkoEndoMS (left) (PDB: 5GKE) as template, and further compared with TkoEndoMS by using pyMOL (Ver. 2.3.4) and Discovery studio visualizer (BIOVIA) soft wares. The structures showed homodimers with the catalytic residues located at the C-terminal domain and DNA binding residues at the N-terminal dimeric domain. The key residues are depicted in sticks and the corresponding residues of SisEndoMS are indicated in the dashed circles.

## Slide 4

SacNucS
 WT
M
116.0
66.2
45.0
35.0
25.0
18.4
14.4
SisEndoMS
 WT
M
116.0
66.2
45.0
35.0
25.0
18.4
14.4
SisEndoMS
E173A
M
K175A
WT
D159A
116.0
66.2
45.0
35.0
25.0
18.4
14.4
Mr (X103)
SisEndoMS
 -ΔPIP
TgaNucS -
 D163A
TgaNucS
 WT
M
116.0
66.2
45.0
35.0
25.0
18.4
14.4
A
B
C
D
Figure S3. SDS-PAGE analysis of the recombinant proteins puried and used in the current study. (A), wild type SisEndoMS and the catalytic deficient mutants D159A, E173A, and K175A, were expressed and purified from Sulfolobus islandicus REY15A harboring the corresponding plasmid. (B) and (C), recombinant wild type SisEndoMS, SisEndoMS (ΔPIP), and SacEndoMS purified from E. coli CodonPlus (DE3)-RIL harbouring the corresponding plasmids. (D), recombinant wild type TgaNucS and the catalytic deficient mutant (D163A) from E. coli BL21 C43 (DE3) pLysS harbouring the corresponding plasmids.

## Slide 5

B
 PCNA
heterotrimer
SiRe_1602
SiRe_1048
SiRe_1594
M
M
Fractions
Mr (X103)
116.0
66.2
45.0
35.0
25.0
18.4
14.4
A
I II III IV
I II III IV
Fr.
Figure S4. Purification of PCNA recombinant proteins and the heterotrimeric comolex. (A) Gel filtration profile of SiRe_1048 (black), SiRe_1594 (blue), SiRe_1602 (green), and the mixture (red). The samples of SiRe_1048, SiRe_1594, SiRe_1602 or their mixtures was loaded onto the SuperdexTM 200 10/300 column (GE Healthcare, UK) pre-equilibrated with Buffer A containing 50 mM Tris-HCl, pH 8.0, 100 mM NaCl, and 5% glycerol. (B) SDS-PAGE analysis of PCNA subunits and the heterotrimeric complex. Three PCNA subunits, i.e. SiRe_1594 (29.2 kDa), SiRe_1602 (27.5 kDa) and SiRe_1048 (27.6 kDa) were purified by heat treatment, HiTrap Heparin HP column, and gel filtration using a SuperdexTM 200 10/300 column (GE Healthcare, UK) and equal molars of the subunits were mixed. The fractions (1 mL) of the gel filtration elutes were collected and analyzed by SDS-PAGE with 15% gel.

## Slide 6

control
*G/C
*T/A
0.1
0.2
0
0.1
0.2
0
SacNucS(μM)
M
S
*G/T
*G/G
*T/T
0.1
0.2
0
0.1
0.2
0
0.1
0.2
0
M
S
P
*C/T
*C/C
0.2
0.1
0
0.2
0.1
0
M
S
*A/C
*A/A
*A/G
0.1
0.2
0
0.1
0.2
0
0.1
0.2
0
M
S
Figure S5. Cleavage of the mismatch-containing DNA substrates by SacNucS. The 5´-FAM labelled substrates (0.0167 μM) were incubated with SacNucS (WT) (0 μM, 0.1 μM and 0.2 μM) in a reaction mixture containing 20 mM Tris-HCl (pH 8.0), 6 mM (NH4)2SO4, 100 mM NaCl, 2 mM MgCl2, and 0.1 mg/mL BSA at 55 ℃ for 30 minutes. The substrate and cleavage products were analyzed by 12% PAGE containing 8 M urea. Imagining of the profiles was carried out with TyphoonTM FLA 7000 image analyzer. S, substrate (45 nt); P, product (24 nt), M, marker (24 nt). The stars indicate residues within the fluorescently labelled strands.

## Slide 7

24 nt
5´-FAM
5´-CAGTATGCTGCGTGAGGAATGATCCCXTGACGTAACCACAGTGCC-3´
3´-GTCATACGACGCACTCCTTACTAGGGXACTGCATTGGTGTCACGG-5´
(X=A, T, C, or G)
5´-Cy5
16 nt
A
B
G/T*
T/T*
C/T*
A/T*
0.1
0.2
0
0.1
0.2
0
0.1
0.2
0
0.1
0.2
0
M
C
S
P2
*G/G
*G/T
*T/T
0.2
0.1
0
0.1
0.2
0
0.1
0.2
0
TgaNucS
(μM)
M
C
S
P1
*C/T
*A/C
*A/G
0.1
0.2
0
0.1
0.2
0
0.1
0.2
0
M
C
S
P1
*G/T
*T/T
G/G*
0.2
0.1
0
0.2
0.1
0
0.2
0.1
0
WT
C
M
TgaNucS-
D163A
(μM)
S
P1
C
Figure S6. Cleavage of mismatch-containing DNA by TgaNucS. (A) A schematic map showing the predicted cleavage sites and the labeled products. The upper strand was labelled with FAM and the lower strand with Cy5 at the 5´ ends, respectively. (B) and (C), the 5´-FAM/Cy5 labelled substrate (0.0167 μM) was incubated with TgaNucS (WT) and TgaNucS-D163A (0 μM, 0.1 μM, and 0.2 μM) in a reaction system containing 20 mM Tris-HCl (pH 8.0), 6 mM (NH4)2SO4, 100 mM NaCl, 2 mM MgCl2, and 0.1 mg/mL BSA at 80 ℃ for 30 minutes. The substates and cleavage products were analyzed by 12% PAGE containing 8 M urea. Imagining of the profile was carried out with TyphoonTM FLA 7000 image analyzer. S, substrate; P1 (24 nt), and P2 (16 nt), products; M, markers (24 nt, for P1, 16 nt for P2). C, SisEndoMS. The stars indicate residues within the corresponding fluorescence labelled strands.

## Slide 8

SisEndoMS (R39E/R67E/W72A/E173A)
SisEndoMS (WT)
Control
Figure S7. Western blot analysis for the expression of SisEndoMS (WT) and the catalytic and DNA binding deficient mutant SisEndoMS (R39E/R67E/W72A/E173A) after arabinose induction. The purified SisEndoMS-C-His protein was used as a control.

## Slide 9

A
5´Cy3-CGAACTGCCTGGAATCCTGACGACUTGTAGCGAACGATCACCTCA-3´
 3´-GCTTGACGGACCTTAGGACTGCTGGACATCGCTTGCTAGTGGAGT-5´
*U/G
TgaNucS
SisEndoMS
0.2
0.1
0
0.2
0.1
0
(μM)
S
P
*G/T
0.2
0.1
0
M
SisEndoMS
 (μM)
S
P
B
Figure S8. Cleavage of U-containing dsDNA by SisEndoMS. (A) The substrates (45 bp) containing the U base. (B) SisEndoMS is able to cleave U/G containing dsDNA similar to TgaEndoMS. 5´-Cy3 labelled substrate (0.0167 μM) was incubated with SisEndoMS (WT) and TgaNucS (WT) (0 μM, 0.1 μM, and 0.2 μM) in a reaction system containing 20 mM Tris-HCl (pH 8.0), 6 mM (NH4)2SO4, 100 mM NaCl, 2 mM MgCl2, and 0.1 mg/mL BSA at 80 ℃ for 30 minutes. The substates and cleavage products were analyzed by 12% PAGE containing 8 M urea. Imagining of the profile was carried out with TyphoonTM FLA 7000 image analyzer. S, substrate; P, products; M, markers (24 nt). The stars indicate residues within the corresponding fluorescence labelled strands. The G/T containing substrate (as used in Fig. 1) was used as a control (right panel).

## Slide 10

A
B
pSeSD-Hjc-C-his
pSeSD-Hje-C-his
pSeSD
kDa
M
Hjc-C-his (15.9kDa)
25
Hje-C-his (15.4kDa)
C
pSeSD
Hjc
Hje
# Figure S9. Overexpression of the Holliday junction resolvases Hjc and Hje inhibited the growth of S. islandicus. (A) The growth curves of E233S harboring the empty vector pSeSD, pSeSD-Hjc (C-His), and pSeSD-Hje (C-His) in the presence of arabinose was monitored. The growth curves were drawn based on data from at least three biological and three technical repeats. (B) Western blot analysis for the protein expression of the strains harboring pSeSD, pSeSD-Hjc (C-His) and pSeSD-Hje (C-His). M, Marker. (C) Scanning electron microscopy of the cells strains harboring pSeSD, pSeSD-Hjc (C-His) and pSeSD-Hje (C-His). Representative photos are shown. Scale bars 4 μm.

How the deposited data were processed for this re-analysis (not part of the article)

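Total RNA of 2 strains of Sulfolobus islandicus REY15A (E233S), overexpressing wild type SisEndoMS or its catalytic and DNA binding deficient mutant, was sequenced from 3 samples each, taken 2 h after the addition of 0.2% arabinose at 75 °C. The authors aligned paired-end reads to the genome of strain REY15A with Bowtie2 2.2.3 and counted reads per gene with HTSeq 0.6.1, as stated in the methods and in the submitters' processing notes. The accession of the build, the strand setting and the rule for reads that map to several places are not given in the sources used here. The deposited tables hold raw read counts per gene and library, whole numbers made by the authors with no normalization, and FPKM values, in which the authors divided the counts by gene length and library size. The authors also deposited tables of their own comparison by DESeq 1.18.0, with log2 fold changes and p-values, and of gene ontology terms. The signal values in the deposited comparison are means that the authors made from the 3 counts of each strain after division by the size factors of DESeq. DESeq 1.18.0 was not run here. No column of values was left out of the mapping to samples.

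The raw counts were used for the main results. Library totals ranged from 2669274 to 3129512 with a median of 2757254, and TMM factors from 0.971 to 1.01. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 2399 of 2806 genes and removed 407. The fit was edgeR 4.0.16 (glmQLFit and glmQLFTest without the robust option) in R 4.3.3 with the strain as the only term, and p-values were adjusted by Benjamini-Hochberg over all genes tested. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. A gene is called risen or fallen at an adjusted p under 0.05, and the thresholds of the paper (adjusted p under 0.005, log2 fold change of at least 1) are used where named. The replicates of a strain were compared pair by pair, and all 6 pairs differed by more than the sampling noise (chi-square per degree of freedom from 4.48 to 14.7), more than repeated sequencing of the same library would give. This does not show that the samples came from separate cultures. Each library entered the fit as a sample because the methods name biological replicates. The first principal component of log2 CPM held 55.0% of the variance and separated the strains, the next 16.2%. Depth limits genes with few reads, and the standard errors cover counting error and the spread between these libraries, which may be technical.

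The calculation was tested on simulated data: counts were drawn for 2399 genes with the means and library sizes of the real samples, 200 genes were changed, and 2386 genes passed the filter. The fit recovered 90.9% of genes changed 2-fold and 70.7% of genes changed 1.5-fold, and 2.44% of its calls were false. The test fry called 2 of 2 changed lists and 0 of 18 unchanged ones. Each gene was drawn independently and the genes of the changed lists were moved 2-fold. The simulation therefore does not show how fry behaves on lists of correlated genes or of smaller changes.

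Gene lists were tested with fry and camera of limma 3.58.1 on voom values, and their p-values were adjusted by Benjamini-Hochberg over the lists of a family. Camera used a preset correlation of 0.01 and, as a second run, an estimated correlation. The 7 categories of Table S6 and the 3 chromosomal regions were taken from the paper. The themes of 19 further lists were fixed before the data were examined: homologous recombination and DSB repair, other DNA repair, DNA replication, ESCRT cell division, ups pili and DNA exchange, chromatin proteins, CRISPR-associated genes and those outside the study regions, transposases, ABC transporters (here those of glucose uptake), oxidative stress, chaperones and proteasome, ribosomal proteins, RNA polymerase and basal transcription factors, respiratory chain, TCA cycle, amino acid synthesis, nitrogen assimilation and sugar use. Their members were to be found by gene descriptions. Because descriptions cover the 171 genes that the authors' deposited table lists, members were restated by RefSeq symbol after that table had been seen. Planned lists of all methyltransferases, glycosyltransferases, toxin-antitoxin genes, nucleotide sugar synthesis, archaellum and S-layer genes could not be built from symbols and were not analysed here. Lists of purine and pyrimidine synthesis were added after the data had been seen. Gene symbols come from RefSeq assembly ASM18955v1, matched by locus tag for 2650 genes, of which 375 have a symbol. Gene order follows the number in the locus tag. No coordinates were used. Another 111 gene identifiers carry no 4-digit number and were not placed in the gene order. Clustering was tested by Fisher's exact test and by rotation of the calls along the gene order.

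Genes named in the text follow a planned rule: endoMS, genes the paper names, SiRe_1331, the CRISPR-Cas genes of Table S6, up to 4 genes with the smallest adjusted p of each list, and the 10 largest rises and 10 largest falls at an adjusted p under 0.05 with a mean count of at least 20 and no overlap between the strains. The values in Tables S4 to S6 had been seen when the rule was written. Other genes were named after their values had been seen: the genes of single stretches and counts, such as those beside sire_0805, and members of lists beyond the 4. A pair of regulator genes planned for naming was left out because the annotation did not bear out their names.

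The alternatives were RLE size factors, library totals only, TMM factors from genes outside the study regions, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, robust dispersion, the replicate number as a replicate block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) from the deposited FPKM, leaving out each library in turn, and for the count at the thresholds of the paper also an adjusted p under 0.05, glmTreat and a prior count of 2. Limma-voom with cyclic loess scaling was added after the data had been seen. Fry was not run for DESeq2, robust dispersion and limma-voom, which give it no values other than the main ones.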

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

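The tests of copy number, of low expression, of another difference between the strains, of library scaling, of a trend with expression level and of unaligned reads, the gene stretches and the purine list in this part were chosen only after the results were seen.

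The genes from sire_0805 to sire_0897 rose together with a median log2 fold change of 1.60. A change in copy number of the whole segment would give its genes 1 fold change if transcripts followed it exactly, but 33 genes with at least 50 counts ranged from 0.80 to 2.76 with a chi-square of 15.2 per degree of freedom around their weighted mean (p = 6.91e-83), which argues against it as the whole cause. The chi-square treats neighbouring genes as independent, and DNA of these samples was not examined. A change in copy number together with changes of single genes therefore stays open. Low expression of these genes is also argued against, since the highest median among 10000 lists of genes from outside the regions, matched on mean count, was 0.23. What also stays open is another difference between the strains than the activity of the enzyme: 2 strains stand for 2 groups, so the 2 cannot be told apart with these samples.

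Genes lower with wild type SisEndoMS are discussed in the paper for a single gene, while 89 genes fell at an adjusted p under 0.05 from edgeR, 88 of them by less than 2-fold, with a median of -0.41 (47 without mutant replicate 2, 42 without mutant replicate 3 and 52 without wild type replicate 3). Library scaling as the whole cause is argued against, since the largest shift of the median of all genes under another scaling of the counts was 0.0281 on the log2 scale. A trend of fold change with expression level is argued against too: of the 89 genes, limma-voom called 87 lower before and 81 after cyclic loess scaling. A response of the cells to the activity of SisEndoMS and another difference between the strains, of which there are 2, are both open and could not be tested here.

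The endoMS transcript itself was higher with the wild type plasmid in all 3 libraries against 3. If reads over the mutated codons were not aligned, 28.0% of the reads of the mutant gene would have to be lost to give this difference, and counts per gene do not show where in the gene reads lie, so this stays open beside a real difference in transcript level.

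Of 10 tested genes of purine synthesis, a group the paper does not discuss, 6 rose and purT (SiRe_1968) fell, as given under the other observations.

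Beside the largest region, 4 of 6 tested genes from sire_0795 to sire_0804 also rose, outside the borders that the paper gives, and the number was 3 without mutant replicate 2.

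All 4 tested genes from sire_0127 to sire_0132 rose, with a median log2 fold change of 0.98, among them arnR (SiRe_0128, 0.88, adjusted p = 0.00768 from edgeR), a regulator of archaellum genes, and SiRe_0132 (0.69, adjusted p = 0.00157), while the number was 2 without mutant replicate 1 or 3, 3 without wild type replicate 3 or mutant replicate 2, and 3 by DESeq2 and limma-voom.

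From sire_2200 to sire_2243, 13 of 32 tested genes fell and 0 rose by edgeR (0 also by DESeq2, limma-voom and at an unadjusted p under 0.05), with a median of -0.33, and the number was 6 without mutant replicate 2, 7 without mutant replicate 3, 8 without wild type replicate 2 and 8 without wild type replicate 3.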

How the results depend on the processing

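Limma-voom with cyclic loess scaling was chosen only after the results were seen, and the other alternatives were planned. Of 306 comparisons of 18 main results with an alternative, 286 kept their direction and side of the threshold, or stayed within 1.5 times for a count, and 20 moved. For 99 named genes, 1530 of 1678 comparisons kept their call, 112 lost it, 34 gained one and 2 turned in sign: PCNA gene SiRe_1594, at -0.04, was 0.00661 without wild type replicate 3 and 0.0139 without mutant replicate 2, with a range from -0.0708 to 0.0139 when a library was left out. For the set tests of 8 lists, 86 of 112 comparisons were kept, 25 calls were lost and 1 was gained. The 52 genes at the thresholds of the paper became 27 with glmTreat and 31 to 47 when a library was left out. The 51 of them inside the regions became 30 to 43, and the 224 genes at an adjusted p under 0.05 became 137 to 265. Fewer libraries were tested in these runs, and no other cause was tested. In sire_0453 to sire_0454, 1 gene rose in place of 2 with at least 10 counts in every library, since SiRe_0454 was then not tested. The region median lay 1.37 above the flanks, 1.19 without a filter, 1.23 by DESeq2, 1.21 with cyclic loess scaling and 1.26 to 1.38 when a library was left out. Of the annotation lists 4 passed fry, 2 with library totals only, 1 with log2(FPKM + 1), 1 with log2(FPKM + 0.1), 0 with the replicate block and 0 to 7 when a library was left out, and the cause was not tested. The split of 135 rises and 89 falls was 105 and 108 with both FPKM settings and 119 and 116 with library totals only. The replicate block gave 161 calls, 104 rises and 57 falls, of which 156 are shared with the 224, and 39 genes at the thresholds of the paper. The numbers do not pair the samples: deviations of same-numbered samples correlated at -0.25, -0.26 and 0.04, and not every sample correlated best with its own number. Depth left 407 genes untested.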

Differences from the paper's values

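Of the tests in this part, cyclic loess scaling alone was chosen only after the results were seen.

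The paper's text gives 1 gene downregulated by at least 2-fold, and at its stated thresholds (adjusted p under 0.005, log2 fold change of at least 1) 0 genes fell here by edgeR (3 at an unadjusted p under 0.05 and at least 2-fold). Among the alternatives set before the data were examined, an adjusted p under 0.05 with at least 2-fold gave the paper's value of 1, the gene SiRe_1331 (log2 -1.01, adjusted p = 0.00710). That match rests on the fit: with the same threshold the count was 0 with TMM factors from genes outside the study regions, with robust dispersion and without wild type replicate 1, wild type replicate 3 or mutant replicate 1, 2 by limma-voom, 3 without wild type replicate 2, with log2(FPKM + 1) and with cyclic loess scaling, and 5 with log2(FPKM + 0.1). At the stated thresholds the count was 2 without wild type replicate 2 and 0 under every other alternative run, DESeq2 and limma-voom included.

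The paper's text places 43 upregulated genes between sire_0805 and sire_0897 and 49 in 2 regions, while the paper's Table S5 lists 49 and 55 rising genes there. At the stated thresholds 44 and 50 rose here. The 44 became 28 without wild type replicate 3, 26, 29 and 24 without mutant replicates 1, 2 and 3, and 21 with glmTreat. The 50 became 33 without wild type replicate 3, 31 and 29 without mutant replicates 1 and 3, and 25 with glmTreat. Besides sire_0596, the paper's tables hold a rising gene outside its regions, sire_0127 (log2 1.61, adjusted p = 0.0135 from edgeR), which the text does not name as an exception.

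The methods state an adjusted p of 0.005, while in the authors' deposited table 9 genes of Table S4 have an adjusted p of 0.005 or more, the largest being 0.0480. In that table 51 genes are at least 2-fold higher and 0 at least 2-fold lower at an adjusted p under 0.005. Here 9 genes of Table S4 did not pass the stated thresholds: SiRe_0127, SiRe_0454, SiRe_0819, SiRe_0824, SiRe_0842, SiRe_0844, SiRe_0845, SiRe_0891 and SiRe_1331. With an adjusted p under 0.05 and at least 2-fold, 8 of these 9 passed. The other, SiRe_0891 (cmr5), listed as upregulated, had an adjusted p of 0.0508 here. It passed an adjusted p under 0.05 by DESeq2 (0.0280), limma-voom (0.0370), robust dispersion (0.0331), the replicate block (0.0332), TMM factors from genes outside the study regions (0.0500) and without mutant replicate 1 (0.0201).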

Other observations

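The lists of purine and pyrimidine synthesis were chosen only after the results were seen, and the splits of the samples were planned.

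Of 10 tested genes of purine synthesis, 6 rose with wild type SisEndoMS, 1 fell and 3 did not pass. The rising genes were purM (SiRe_1375) from 150 ± 6.95 to 246 ± 23.8 CPM (SD, n = 3 each; log2 fold change 0.72, standard error 0.0847, adjusted p = 0.000307 from edgeR), purF (SiRe_1378, 0.64), purL (SiRe_1379, 0.58), purD (SiRe_1376, 0.53), purQ (SiRe_1380, 0.45) and purC (SiRe_1382, 0.43). They lie close together, from sire_1375 to sire_1382. PurS (SiRe_1381, 0.73, adjusted p = 0.0585), purE (SiRe_1028, 0.11) and purB (SiRe_1755, -0.22, adjusted p = 0.0657) did not pass. PurT (SiRe_1968) fell (-0.23, adjusted p = 0.0338), a call that was lost without any 1 library other than wild type replicate 2 (0.0618 to 0.133), while 6 rose without each library in turn, or 7 without wild type replicate 2. Adjusted over the list alone 7 rose and 2 fell. The median was 0.49 and the adjusted p from fry 0.0171, or 0.0745 without wild type replicate 3, and the adjusted p was 0.190 from camera with an estimated correlation. Of 6 pyrimidine synthesis genes 0 passed by edgeR, DESeq2, limma-voom or over the list alone and 1 was higher at an unadjusted p under 0.05 (pyrB, SiRe_1393, 0.23). All 6 were positive, with an adjusted p of 0.0345 from fry and 0.190 from camera with an estimated correlation. The set p-values of purine and pyrimidine synthesis were adjusted over these 2 lists alone, so they cannot be set beside those of the planned lists. Of the 6, pyrE (SiRe_1392, 0.02) belongs to pyrEF, which the host lacks on its chromosome and the plasmid carries.

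In central metabolism, the isocitrate lyase gene aceA fell from 2193 ± 364 to 1259 ± 239 CPM (SD, n = 3 each; adjusted p = 0.00411 from edgeR), while the aconitase gene acnA (SiRe_1005) rose by a log2 of 0.22 (adjusted p = 0.0407), a call lost without each of the 6 libraries in turn (0.0611 to 0.141). These are the 2 of 4 TCA cycle genes that passed, also over the list alone (adjusted fry p 0.813 for one direction and 0.0342 for changes in either direction). In nitrogen assimilation 1 of 3 genes fell, carB (SiRe_1369, -0.29, adjusted p = 0.0213), a subunit of carbamoyl phosphate synthetase, and 3 fell over the list alone. This list was built by symbol and does not hold the glutamate synthase domain gene SiRe_1331 (-1.01) or the ammonium transporter gene SiRe_1039. Both fell, as given with the largest falls, and were named for the size of their falls. The glutamine synthetase gene glnA (SiRe_1633) had -0.32 (adjusted p = 0.0510, and 0.00862 by DESeq2). The list had an adjusted p of 0.0171 from fry and of 0.418 from camera with an estimated correlation. The carB call was lost without wild type replicate 1 (0.0630), wild type replicate 3 (0.0661), mutant replicate 1 (0.0582) or mutant replicate 3 (0.1247), and the fry call without mutant replicate 1 (0.0649), 2 (0.0564) or 3 (0.0719) and with the replicate block (0.153). Of 35 amino acid synthesis genes 5 fell and 0 rose (5 and 0 over the list alone; 4 and 0 by DESeq2, 5 and 0 by limma-voom, 7 and 2 at an unadjusted p under 0.05), among them cimA (SiRe_1872) from 1740 ± 68.4 to 1276 ± 66.2 (-0.45, adjusted p = 0.00154), lysX (SiRe_1368, -0.49) and ilvC (SiRe_1430, -0.31, lost without mutant replicate 3, adjusted p = 0.0660). Another of the 5 is carB, and the last, asd (SiRe_2691, -0.42), lost its call by DESeq2 (0.0982) and without each of the 6 libraries in turn (0.0648 to 0.171). A second gene with the same symbol did not pass for lysX (SiRe_1851, 0.20), ilvC (SiRe_0753, 0.18) and asd (SiRe_1205, 0.01). For the 35 genes the adjusted fry p was 0.191 for one direction and 0.000424 for changes in either direction. Of 18 sugar use genes 2 fell and 0 rose, malA (SiRe_2192), an alpha-glucosidase (-0.35, adjusted p = 0.00716), and the trehalase gene treH1 (SiRe_2365, -0.44, adjusted p = 0.0307, lost by DESeq2, 0.0546, and without any 1 library other than wild type replicate 2, 0.0748 to 0.0942). Both fell over the list alone, DESeq2 gave 0 rises and limma-voom 0, an unadjusted p under 0.05 gave 1, and the adjusted fry p was 0.834 for one direction and 0.0130 for changes in either direction.

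Of 13 respiratory chain genes 1 rose, nuoH (SiRe_1672, 0.25, adjusted p = 0.0359 from edgeR, 0.104 by DESeq2), and 4 rose over the list alone. The median was 0.20, and the adjusted p was 0.0171 from fry and 0.418 from camera with an estimated correlation. The nuoH call was lost without any 1 library other than mutant replicate 1 (0.0663 to 0.133), and the fry call without mutant replicate 1 (0.0625), 2 (0.0959) or 3 (0.112) and with library totals only (0.0802). The fry call was also lost with the replicate block (0.153), with log2(FPKM + 1) and with log2(FPKM + 0.1) (0.101 each). Of 5 oxidative stress genes dps alone rose, also over the list alone, with an adjusted p of 0.0149 from fry and of 0.601 from camera with an estimated correlation. This fry call was lost without mutant replicate 2 (0.0564), with the replicate block (0.0918), with log2(FPKM + 1) (0.0512) and with log2(FPKM + 0.1) (0.0506). Among 9 chaperone and proteasome genes and 9 ribosomal protein genes 0 passed by edgeR, DESeq2, limma-voom or over the list alone, with 1 in each higher at an unadjusted p under 0.05 (adjusted fry p 0.520 and 0.872, and for changes in either direction 0.426 and 0.0285). Among 4 genes of RNA polymerase and basal transcription factors 0 passed by any of the 3 tools, over the list alone or at an unadjusted p under 0.05 (adjusted fry p 0.872).

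The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05, and 1 of the 10, the real split, gave a count as large as the real one in each case. The real split gave 52 genes at the thresholds of the paper, 224 at an adjusted p under 0.05, 59 called genes of Table S4, 63 of the regions, 57 of the Table S6 lists and 4 annotation lists passing fry, and the highest of the other splits gave 0 by edgeR or fry in each case. Table S4, the regions and the Table S6 lists were chosen by the study on the real split of these libraries. The real split was thus favoured for them in advance, and their counts are no separate check.

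The authors' deposited table lists 171 genes, 101 higher and 70 lower with wild type SisEndoMS. Of these, 168 were called here with the same sign, and 56 genes called here are not in it. In the authors' deposited table of gene ontology terms the smallest corrected p was 0.0723 for genes lower with wild type SisEndoMS (organic acid biosynthetic process, 9 genes against 67 in the background) and 0.731 for genes higher.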
